# Single-cell transcriptomics of staged oocytes and somatic cells reveal novel regulators of follicle activation

**DOI:** 10.1530/REP-22-0053

**Published:** 2022-06-17

**Authors:** Yu-Ying Chen, Daniela D Russo, Riley S Drake, Francesca E Duncan, Alex K Shalek, Brittany A Goods, Teresa K Woodruff

## Abstract

**In brief:**

Proper development of ovarian follicles, comprised of an oocyte and surrounding somatic cells, is essential to support female fertility and endocrine health. Here, we describe a method to isolate single oocytes and somatic cells from the earliest stage follicles, called primordial follicles, and we characterize signals that drive their activation.

**Abstract:**

Primordial follicles are the first class of follicles formed in the mammalian ovary and are comprised of an oocyte surrounded by a layer of squamous pre-granulosa cells. This developmental class remains in a non-growing state until individual follicles activate to initiate folliculogenesis. What regulates the timing of follicle activation and the upstream signals that govern these processes are major unanswered questions in ovarian biology. This is partly due to the paucity of data on staged follicle cells since isolating and manipulating individual oocytes and somatic cells from early follicle stages are challenging. To date, most studies on isolated primordial follicles have been conducted on cells collected from animal-age- or oocyte size-specific samples, which encompass multiple follicular stages. Here, we report a method for collecting primordial follicles and their associated oocytes and somatic cells from neonatal murine ovaries using liberase, DNase I, and Accutase. This methodology allows for the identification and collection of follicles immediately post-activation enabling unprecedented interrogation of the primordial-to-primary follicle transition. Molecular profiling by single-cell RNA sequencing revealed that processes including organelle disassembly and cadherin binding were enriched in oocytes and somatic cells as they transitioned from primordial to the primary follicle stage. Furthermore, targets including WNT4, TGFB1, FOXO3, and a network of transcription factors were identified in the transitioning oocytes and somatic cells as potential upstream regulators that collectively may drive follicle activation. Taken together, we have developed a more precise characterization and selection method for studying staged-follicle cells, revealing several novel regulators of early folliculogenesis.

## Introduction

The ovarian follicle is the functional unit of the ovary and consists of the oocyte surrounded by supporting somatic cells. Proper folliculogenesis, or the process of follicle development, is required to support future fertility, endocrine function, and systemic health in female mammals. Prior to follicle formation, primordial germ cells proliferate via incomplete cytokinesis during mitotic division that results in clusters of oogonia connected by cytoplasmic bridges, collectively surrounded by somatic pre-granulosa cells (also termed the ovarian cysts) (Anderson *et al.* 2000, Molyneaux *et al.* 2001, Pepling & Spradling 2001). The oogonia then enter meiosis and differentiate into oocytes, which then arrest at the diplotene stage of prophase in meiosis I (Bullejos & Koopman 2004, Cordeiro *et al.* 2015*a*) before becoming individually encapsulated primordial follicles surrounded by pre-granulosa cells (Pepling & Spradling 2001). As the first class of follicle formed in an ovary, the fate of a primordial follicle is to either activate and initiate follicle growth, to die by attrition, or remain in a non-growing state. Before they activate and initiate the irreversible process of active follicle growth in preparation for ovulation, primordial follicles can remain in the non-growing state for days to months in mice or decades in humans (Tingen *et al.* 2009). Currently, the regulation of the activation process is not completely understood, and we have limited ability to identify those follicles that will be activated at precise times during the reproductive lifespan (Cordeiro *et al.* 2015*b*).

The number of primordial follicles in the ovary, termed the ovarian reserve, dictates the reproductive lifespan of females. This number at any given time is determined by the rate of follicle activation and depletion. The activation process involves the transition of a primordial follicle, in which a single oocyte is surrounded by a single layer of squamous pre-granulosa cells, to a primary follicle, in which the oocyte is surrounded by a single layer of differentiated cuboidal granulosa cells. This process is recognized phenotypically by two adjacent pre-granulosa cells asymmetrically growing in an apical direction at their shared membrane interface, collaboratively creating a ‘wedge-shape’ to the adjacent cells, and forming a transitioning follicle, as the activation signals activate in the oocyte (Mora *et al.* 2012, Hardy *et al.* 2018). Several signaling pathways including mTOR-PI3K-AKT-FOXO3 (John *et al.* 2008, Zhang *et al.* 2014) and the Hippo pathway (Kawamura *et al.* 2013, Kawashima & Kawamura 2018), oocyte-specific genes such as Nobox and Sohlh1 (Suzumori *et al.* 2002, Rajkovic *et al.* 2004, Pangas *et al.* 2006), and endocrine or nutrient factors such as anti-Müllerian hormone and oxygen levels (Zhang & Liu 2015, Shah *et al.* 2018, Zhang *et al.* 2021) are critical players in the activation process. However, there is a gap in our understanding of how these separate genes and pathways connect. We do not understand the ultimate upstream factors that trigger the above pathways or the mechanism underlying the selective and timed pattern of follicular activation across a female’s reproductive lifespan. Therefore, there is a need to study the process in the activating oocyte and somatic cells through an unbiased pathway and target-based approach.

Studies on primordial follicles traditionally involve their manipulation at the tissue or organ level or via single cells collected using animal-age- or oocyte size-specific selection criteria (Pan *et al.* 2005, Veselovska *et al.* 2015, Ford *et al.* 2021, Lv *et al.* 2021). These approaches preclude the ability to study cells in precise follicle stage-specific populations because both animal-age and size-specific cells are heterogeneous with respect to follicle stages. Downstream analyses including live staining, transcriptomic, or proteomic analysis on individual primordial follicle oocytes and somatic cells are challenging without an established protocol to isolate follicle-staged cells. In the current study, we describe a protocol for isolating primordial follicles and their associated single oocytes and pre-granulosa cells from neonatal mouse ovaries. The protocol involves three rounds of enzymatic treatments with liberase and DNase I, followed by physical agitation within each round to first collect intact primordial follicles. Single primordial follicle oocytes and pre-granulosa cells with high viability can then be collected with additional enzyme incubation. Isolated single cells profiled by RNA-sequencing yielded high-quality data and expressed key genes of interest. In addition, we characterized single cells within transitioning follicles collected by our isolation method which revealed early follicle activation pathways and potential upstream regulators that may drive the global shift during primordial follicle activation. Overall, our isolation method enables a precise characterization of murine primordial follicles and their associated oocytes and somatic cells.

## Materials and methods

Chemicals, reagents, and buffer were purchased from MilliporeSigma unless otherwise specified. All solutions were prepared using volume concentration (% v/v). Experiments were performed at room temperature unless otherwise noted.

### Animals

Female and male CD-1 breeders were purchased from Envigo (Indianapolis, IN, USA) and bred in house at the animal facility under Northwestern University Center for Comparative Medicine. Food (Teklad 2020X, Envigo) and water were given *ad libitum* and the mice were kept in a 14-h light: 10-h darkness cycle with constant temperature and humidity. Animals were treated in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All protocols were approved by the Northwestern University Institutional Animal Care and Use Committee (IACUC).

### Follicle counting and measurement

Ovaries were dissected out of the bursa of postnatal day 0, 2, 6, 12, 17, and 24 (P0, P2, P6, P12, P17, and P24) animals and fixed in Modified Davidson’s fixative (Electron Microscopy Sciences, Hatfield, PA, USA) for 16 h at 4°C for histology processing. After fixation, ovaries were washed in 50, 60, and 70% ethanol (Decon Labs Inc., King of Prussia, PA, USA) for 5 min each at 25°C. Ovaries were then dehydrated using a tissue processor (Leica Microsystems) before being embedded in paraffin blocks (Mercedes Scientific, Lakewood Ranch, FL, USA). Serial sections of the whole ovaries were cut at 5 μm (Leica Microsystems) and let dry at 25°C. Hematoxylin and eosin (H&E) staining was performed using an autostainer (Leica Microsystems) with standard protocol. Specifically, P0 and P2 ovarian sections were stained for 1 min, while P6-P24 ovarian sections for 9 min in hematoxylin (EKI, Joliet, IL, USA), before rinsing in acid ethanol (80% ethanol with 0.1% hydrochloric acid. Ethanol was prepared from 100% reagent alcohol from Mercedes Scientific. Hydrochloric acid was purchased from Thermo Fisher Scientific) for 6 seconds, blued in saturated lithium carbonate for 1 minute, counterstained in eosin (Astral Diagnostic, Logan Township, NJ, USA) for 1 minute, following dehydration and clearing. Ovarian sections were imaged on every fifth section with an EVOS cell imaging system (Thermo Fisher Scientific). For follicle quantification, only follicles showing clear nuclear (primordial follicle stage and prior) or nucleoli (growing follicles) staining were counted (Kim *et al.* 2015). Diplotene oocytes were distinguished by the presence of clear areas separating condensed chromatin in the oocyte nucleus (Dutta *et al.* 2016); follicles fully surrounded by one layer of squamous pre-granulosa cells were classified as primordial follicles; primary follicles were identified by a full layer of cuboidal granulosa cells, while secondary follicles with exact two layers of somatic cells. Follicles with three or more layers of somatic cells were classified as the multilayer stage. Once an antrum was observed, the follicles were counted as the antral stage. Follicles were classified as a stage before, if they did not meet the criteria fully (Supplementary Fig. 1, see section on supplementary materials given at the end of this article) (Bristol-Gould *et al.* 2006, Kim *et al.* 2015). The sum of each follicle classes was averaged for the counted sections, then multiplied by the total section number to obtain the total follicle number per ovary. To account for duplicating the count of small follicles, the total number of cystic oocytes, primordial follicles, and primary follicles were further divided by 2 (Bristol-Gould *et al.* 2006). In total, five to six ovaries were counted per age group. The size of the oocytes was measured by averaging two diagonal lengths on the same ovarian sections in ImageJ. Twenty-five to thirty oocytes were measured in each group.

### Follicle isolation

Eight to twelve P6 ovaries were dissected out of the bursa in Leibovitz's L-15 medium (Thermo Fisher Scientific) supplemented with 1 mg/mL fetal bovine serum (FBS, Thermo Fisher Scientific) and 50 U/mL penicillin–streptomycin (Thermo Fisher Scientific) for follicle isolation. Ovaries were transferred with a trimmed P1000 pipette tip into either a nine-well glass plate or a four-well dish (Thermo Fisher Scientific) with 500 μL Leibovitz's L-15 medium supplemented with 1 mg/mL poly(vinyl alcohol) (PVA, hereafter referred to as L-15/PVA), 30.8 μg/mL Liberase TM (Roche), and 456 U/mL DNase I (Worthington, NJ, USA) and incubated on a 37°C heated stage for 13 min with lid. The ovaries were then rinsed in 500 μL L-15/PVA before being transferred to 500 μL L-15/PVA supplemented with 50 μL/mL FBS and mechanically disrupted through repeated pipetting with a P200 pipettte set at 170 μL and a trimmed P200 tip (about 0.6 mm opening) for 4 min at 25°C. The process was followed by a second round of digestion in L-15/Liberase for 7 min, rinsing, and 4 min of mechanical pipetting (around 0.5 mm trimmed P200 tips), and the third round of digestion in L-15/ Liberase for 4 min, rinsing, and 4 min of mechanical pipetting (using a 0.4 mm trimmed P200 tip for 2 min following an untrimmed P200 tip for 2 min) where ovaries were being transferred across wells (Kniazeva *et al.* 2015). All transferring of ovaries was carried out using a P1000 trimmed pipette tip to avoid the transferring of the excess medium. After the third round of agitation, all three wells of L-15/PVA/FBS with the dispersed follicles were collected and passed through a 70-μm cell strainer (Corning) into a center well dish (Thermo Fisher Scientific) (Hornick *et al.* 2012, Laronda *et al.* 2014) (Supplementary Fig. 2). Quantification of total follicle number was carried out from the final follicle solution that was diluted 20×. To collect follicles, primordial, transitioning (follicles with partial squamous and partial cuboidal somatic cells), and primary follicles were selected by a mouth pipette with 50–75 μm stripper tips (Origio Inc., Charlottesville, VA, USA). Secondary follicles were selected by 100–125 μm stripper tips under a dissection scope with 11.25× objective or above (Nikon SMZ1500). Follicles were washed in three drops of 50 μL L-15/ PVA with 100 μL/mL FBS and staged under 20–40× objective (Leica DM IRB).

### Single oocyte and somatic cell isolation

For single oocyte and somatic cell collection, after determining the stages, follicles were incubated in Accutase solution (Stemcell Technologies, Canada) (Zhang *et al.* 2018) until somatic cells partially detached from each other. Specifically, primordial and transitioning follicles were incubated in Accutase solution for 5 min, and primary and secondary follicles were incubated in Accutase solution for 10 min on 37°C heated stage following agitation to dissociate somatic cells from the oocyte. Primordial and transitioning follicles were pipetted with 20 μm Pasteur pipette prepared by a micropipette puller (Sutter Instrument, Novato, CA, USA), primary follicle with a 30-μm Pasteur pipette and secondary follicle with a 50-μm stripper tip (Origio Inc.). Single cells were washed in three drops of 50 μL L-15/PVA with 100 μL/mL FBS. See Fig. 1 for follicle and single-cell isolation diagram.

**Figure 1:**
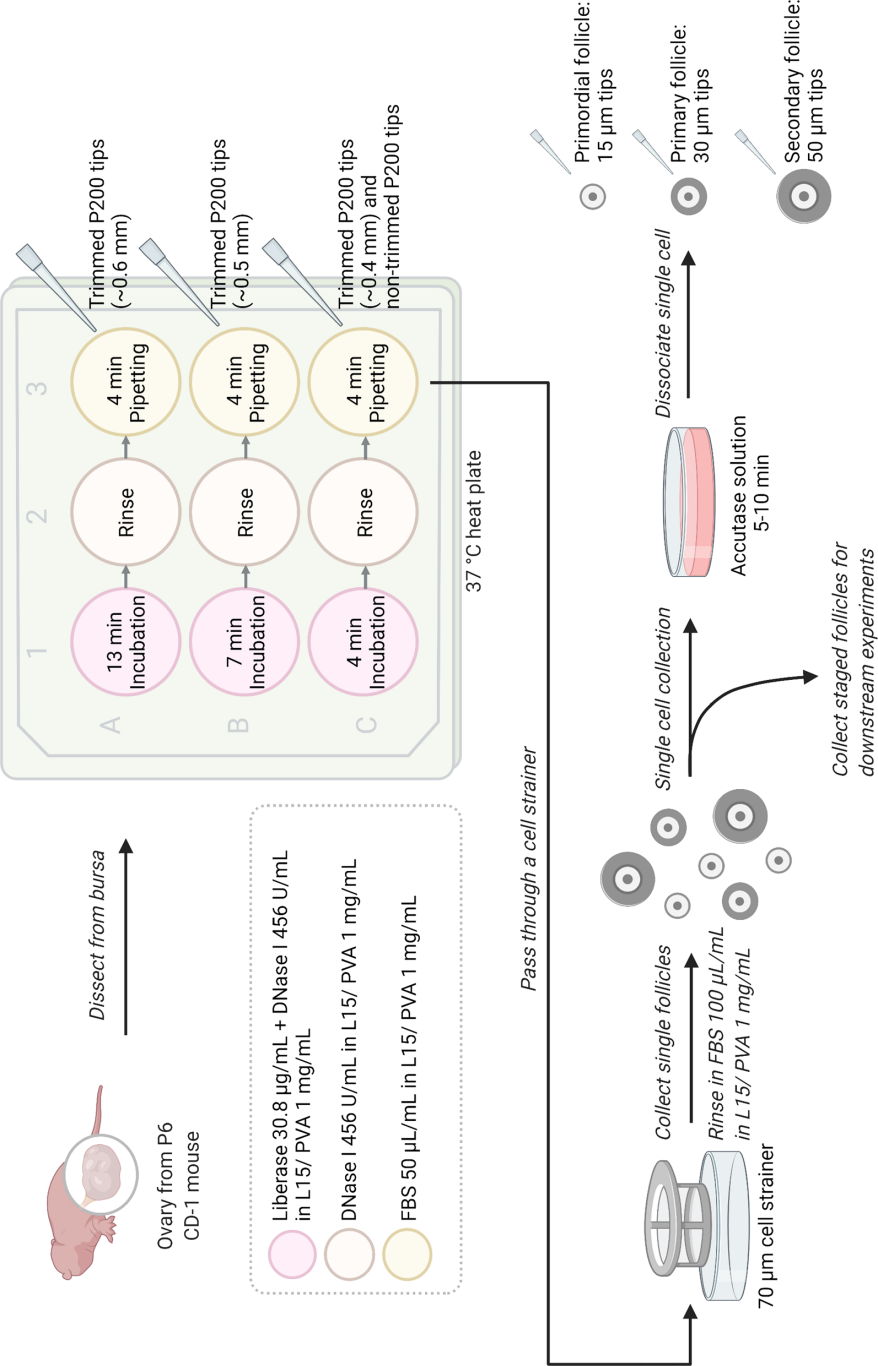
Illustration of the follicle and staged single-cell isolation protocol. The method involves three rounds of enzymatic digestions in liberase and DNase I, with a mechanical digestion following each round of enzymatic incubation. The isolated follicles can be subjected to further enzymatic digestion to dissociate the oocyte from individual pre-granulosa cells. Illustration created with BioRender.com.

### Follicle encapsulation and staining

Isolated follicles were fixed in 4% paraformaldehyde in Dulbecco’s phosphate-buffered saline (DPBS) at 4°C for 16 h. Afterward, follicles were rinsed in DPBS before being transferred to 50 μL 0.5% (w/v) alginate/DPBS solution on a piece of parafilm sheet (Xu *et al.* 2006, West *et al.* 2007). The alginate droplet was then slowly pushed into calcium solution (50 mM CaCl_2_ and 140 mM NaCl) for cross-linking. Once the alginate beads were set (about 5 min), the beads were stained briefly in 0.5% (w/v) alcian blue prepared in 0.25% acetic acid, embedded in paraffin block, sectioned and H&E stained as described above.

### Cell viability assay

Isolated oocytes and somatic cells were first rinsed in DPBS supplemented with 1 mg/mL PVA. Cell survival rate was then quantified by using the commercial Live and Dead Dye (Abcam) at a final concentration of 5× in DPBS/1 mg/mL PVA at 25°C for 10 min in the dark. Cells were then imaged by the EVOS cell imaging system, with live cells detected using the GFP channel and dead cells detected by the RFP channel (Supplementary Fig. 3). About 20 oocytes and 300 somatic cells were quantified for each follicle stages. The quantification was repeated four to five times.

### scRNA-seq library preparation

Staged single cells were washed in three droplets of 50 μL L-15 supplemented with 1 mg/mL PVA within each droplet and transferred to a 0.2 mL skirted 96-well PCR plate (Thermo Fisher Scientific) containing 10 μL buffer RLT (Qiagen) with 1% 2-mercaptaethanol. Cells were lysed at room temperature for 5 min before centrifuging at 800 ***g*** for 30 s and were snap-frozen in liquid nitrogen for transcriptional profiling. In total, 30–32 oocytes of each stage and 52–57 somatic cells (pre-granulosa or granulosa cells) of each stage (primordial, transitioning, primary, and secondary follicle stages) were collected. Cells were compiled from independent collections. Single-cell RNA-sequencing (scRNA-seq) libraries were generated using SMART-Seq2 protocol (Trombetta *et al.* 2014). Briefly, cDNA was reversed transcribed from single cells using Maxima RT (Thermo Fisher Scientific) and whole transcriptome amplification (WTA) was performed. WTA products were purified using the Agencourt AMPure XP beads (Beckman Coulter, IN, USA) and used to prepare paired-end libraries with Nextera XT (Illumina, CA, USA). Single cells were pooled and sequenced on a NextSeq 550 sequencer (Illumina) using a 75 cycle High Output Kit (v2.5).

### scRNA-seq analysis and statistics

Raw sequencing data were demultiplexed and aligned to the GRCm38 genome using publicly available scripts on Terra (github.com/broadinstitute/TAG-public). Total gene counts and transcript per million (TPM) matrices were further analyzed in R (v.4.1.0) using the Seurat (v4) package (Hao *et al.* 2021). Cells expressing less than 500 genes were excluded from further analysis and genes were filtered to contain only those that were protein coding. To filter for high-quality cells for each category, we utilized the AddModuleScore function in Seurat v4 (Hao *et al.* 2021) for scoring marker gene expression modules established from published data sets (Pangas *et al.* 2006, Zhang *et al.* 2018, Tharp *et al.* 2020, Wang *et al.* 2020) (Supplementary Table 1). Oocytes that scored highly for somatic cell gene expression (>2 s.d. above the mean somatic cell module score) were removed. Similarly, somatic cells that scored highly for oocyte gene expression were also excluded (Supplementary Fig. 4). In order to account for the effects of integrating data from multiple sequencing runs, the scMerge package was used (Lin *et al.* 2019). Briefly, stably expressed genes were identified and leveraged as negative controls for normalizing batch effects present in the data. Initial clustering was performed on the filtered oocytes and somatic cells. Oocytes and somatic cells were then subset, re-normalized, re-scaled, and sub-clustered. Differentially expressed genes in the transitioning vs primordial stage samples were identified through DESeq2 (Love *et al.* 2014) with an adjusted *P* value cutoff of 0.05. Heatmaps are of top differentially expressed genes generated using the scaled data. Module scores for dissociation genes taken from Denisenko *et al.* were performed in Seurat. Gene ontology (GO) and pathway analysis were performed using two web-based portals, Metascape (Zhou *et al.* 2019) and Enrichr (Chen *et al.* 2013, Kuleshov *et al.* 2016, Xie *et al.* 2021) for GO biological process and GO molecular function, using the differentially expressed genes identified. Upstream regulator analysis was performed by Ingenuity Pathways Analysis (Qiagen IPA) on DESeq2 results generated. Target molecules were selected based on an adjusted *P* value less than 0.05, the activation z-score greater than 1.5 s.d., and endogenously expressed molecules.

## Results

### Animal-age- and oocyte size-dependent sample collection methods do not yield follicle stage-specific cell populations

To characterize follicle stage dynamics over the time course of neonatal murine ovary development, we quantified the proportion of follicle stages and measured oocyte diameter within ovaries collected in between P0 and P24, at animal ages that have typically been used in follicular cell isolation methods.

First, we quantified the total number of ovarian follicles in fixed ovarian sections from P0, P2, P6, P12, P17, and P24-aged CD-1 mice, as these time points are commonly used for collecting various follicular stage samples (Pan *et al.* 2005, Bristol-Gould *et al.* 2006) (Fig. 2A, B and Supplementary Fig. 5). At P0, females had over 6600 oocytes per ovary. More than 98% of the oocytes at this time point were still in ovarian cysts, and less than 2% had completed nest breakdown and were within individually encapsulated primordial follicles. No primary follicles were observed at P0. At P2, more oocytes were observed to have proceeded through the diplotene stage. The percentage of oocytes within primordial follicles increased to 10%, while 90% of oocytes remained in cysts. A few primary follicles were present at P2, indicating that the initial follicle activation occurs during P0-P2 in this mouse strain. By P6, the total follicle number dropped to 4300 per ovary, and primordial follicles became the predominant follicle class in the ovary, accounting for ~80% of the oocytes. Only 10% of oocytes remained in cysts at P6, and the remaining follicles were at the primary and secondary stages. The abundance of primordial follicles was observed to be stable between P6 and older ages, with relatively little change noted at P12, P17, and P24. Multilayer and antral follicles were observed at P12, and very few, if any, oocytes remained in cysts at this time. The proportion of each follicle class remained similar through P12 to P24.

**Figure 2:**
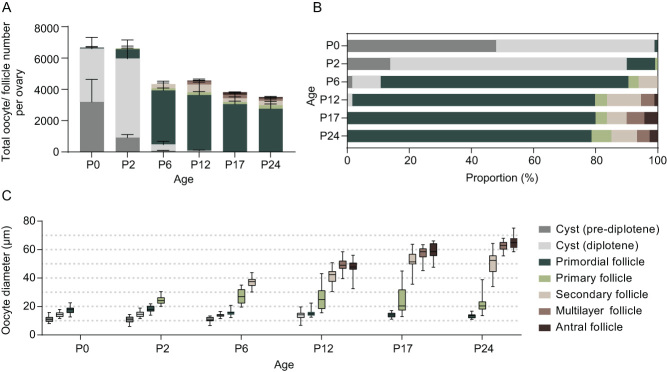
Oocyte and follicle-stage composition of neonatal murine ovaries at different ages. Oocytes before nest breakdown or from various follicle stages were quantified from post-natal day 0 (P0) to P24 CD-1 mice in stacked total number per ovary (A) and in proportion (B). Oocyte diameter from various stages was measured (C). Data represent mean with s.d. (A and B). Whiskers show min to max of the data points (C). *n*  =  5–6 ovaries (A and B) and 25–30 oocytes each group (C).

We next measured the size of the oocytes within each follicle class in ovarian sections from mice ranging from P0 to P24. The diameter of oocytes in cysts was 11.2 ± 2.1–14.2 ± 1.8 μm (mean ± s.d.). The size of oocytes within cysts remained similar between P0 and P12. The diameter of primordial follicle oocytes ranged from 13.4 ± 1.4 to 18.3 ±2.1 μm, decreasing slightly from P0 through P24. Oocytes within primary follicles were 22.2 ± 6.4–27.2 ± 4.7 μm in diameter. Compared to oocytes within cysts and primordial follicles, oocytes within primary follicles had a much larger range of diameters at P6 and beyond. Oocytes within secondary follicles had a diameter of 36.8 ± 3.2–52.3 ± 6.2 μm from P6 to P24, and the size distribution was broader relative to oocytes of earlier stages. Oocytes within multilayer and antral follicles were 49.2 ± 4.5–62.4 ± 3.3 μm and 48.0 ± 5.0–64.9 ± 4.4 μm, respectively. The sizes measured showed a consistent increase in diameter from P12 to P24, as the size of whole follicles and the layer of somatic cells also increased (Fig. 2C).

Based on the range of oocyte diameter, there was an overlap in the size of oocytes within cysts and primordial follicles from P0 to P12. While smaller oocytes within primordial follicles overlapped with oocytes that remained in cysts, the larger oocytes within primordial follicles partially overlapped with those in primary follicles from P2 to P17. At P6, oocytes within primary follicles that were larger than 30 μm overlapped with those in secondary follicles. From P12 to P17, the size of oocytes within secondary follicles overlapped greatly with those in preantral and antral follicles (Fig. 2C). These data collectively demonstrate that the ovaries from mice at distinct ages commonly used to enrich for specific follicle stages possess heterogeneous follicle populations constituting multiple stages. Furthermore, there is a significant overlap in oocyte diameter between different follicle stages. Therefore, our results demonstrate that both animal-age- and oocyte size-specific follicle collection methods do not adequately result in the isolation of cell types from a single, pure follicular stage.

### Repeated enzymatic isolation protocol enables the reliable collection of precisely staged whole-follicle and single-cell samples

To collect stage-specific follicles and their associated single cells (oocytes and somatic cells), we developed a method that involves three rounds of enzymatic treatments followed by mechanical disruption of the ovaries and further enzyme treatment based on previous studies of our group and others (Fig. 1, see Materials and methods) (Kniazeva *et al.* 2015, Zhang *et al.* 2018). We applied our method to P6 ovaries to demonstrate reliable utility and specificity for primordial follicle collection. Ovaries were first incubated in liberase and DNase I before being mechanically disrupted with a trimmed pipette tip. Liberase digests extracellular matrix and aids the release of follicles from the ovary, while DNase I cleaves DNA released by dying cells and reduces cell clumping (Kniazeva *et al.* 2015). The procedure was repeated twice more with a shorter enzymatic incubation period and pipetted with trimmed pipette tips with smaller openings. It was crucial that the ovaries pass through the pipette tips easily during the pipetting step, as primordial follicles shed off the margin of the ovaries in layers (Supplementary Fig. 2). Therefore, the size of the tips should be adjusted accordingly to the size of the ovary. If starting off with a smaller tip size, the ovary tends to break apart into pieces without releasing individual primordial follicles. Upon collection, the follicular stage was validated by transmitted light microscopy and assessment of hallmark morphological criteria of somatic cells. For example, primordial follicles were identified as containing one single layer of squamous pre-granulosa cells, primary follicles as containing one layer of cuboidal granulosa cells, and secondary follicles as containing two layers of cuboidal granulosa cells (Fig. 3A, B, and C). We further confirmed the classification of isolated follicles by examining follicular architecture by histology (Fig. 3D, E, and F). Overall, we were able to routinely isolate around 800 primordial follicles (808.5 ± 128.8) per P6 ovary. The recovery rate was 23.3% when compared to the primordial follicle number quantified from fixed tissue sections. In addition to primordial follicles, around 17 primary follicles (17.2 ± 13.4) and 15 secondary follicles (15.6 ± 4.1) were collected from each P6 ovary (Table 1).

**Figure 3:**
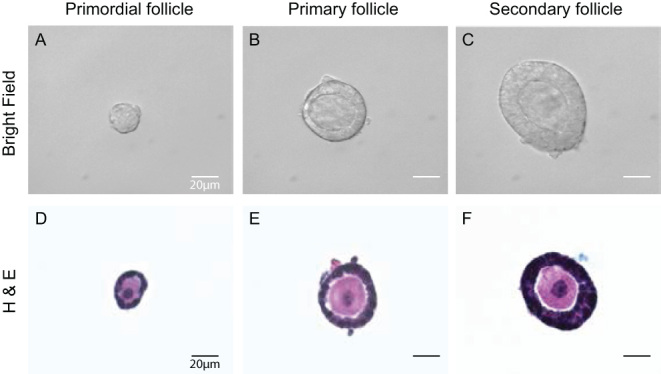
Follicle collection and imaging. Primordial, primary, and secondary follicles collected with the isolation method from P6 CD-1 mice (A, B, and C). The follicles were then fixed, encapsulated, and sectioned for H&E staining as shown in the lower panels (D, E, and F). Scale bar = 20 μm.

**Table 1:** Follicle number quantification with the isolation method. Total number of primordial, primary, and secondary follicles quantified from fixed sequential ovarian sections and follicles isolated freshly by the repeated liberase method across four to five trials. The recovery rate shows the amount of follicles in percentage one can collect from a P6 CD-1 ovary with the isolation method. Data represent mean ± s.d.

Follicle stage	Primordial follicle	Primary follicle	Secondary follicle
Follicle number (per ovary)	3464.5 ± 596.4	142.5 ± 22.0	267.0 ± 67.2
Freshly isolated follicle number (per ovary)	808.5 ± 128.8	17.2 ± 13.4	15.6 ± 4.1
Recovery rate	23.3%	12.1%	5.8%

To further collect single oocytes and somatic cells from staged follicles, follicles were incubated in accutase solution which cleaves junction proteins in between cells (bottom of Fig. 1) (Zhang *et al.* 2018). In accutase, somatic cells detached from neighboring somatic cells (Fig. 4A (i, ii, and iii)) after 5-10 min of incubation. The somatic cells do not fall off the oocytes spontaneously but require trituration with pipette tips of similar sizes to the follicles (Fig. 4A (iv, v, and vi)). Specifically, primordial follicles were pipetted with Pasteur pipettes of 20 μm, primary follicles were pipetted with 30 μm Pasteur pipettes, and secondary follicles were pipetted with 50 μm stripper tips. After cell dissociation, the number of individual somatic cells was quantified. A single primordial follicle contained 8.1 ± 1.7 pre-granulosa cells, a primary follicle contained 99.9 ± 21.4 granulosa cells, and a secondary follicle had 214.6±46.76 granulosa cells (Fig. 4B). The diameter of freshly isolated oocytes and somatic cells was then measured. The size of the oocytes aligned accordingly with numbers measured in fixed tissue sections, with primordial follicle oocytes averaging 17.3 ± 1.4 μm, primary follicle oocytes averaging 38.0 ± 4.4 μm, and secondary follicle oocytes averaging 45.1 ± 5.9 μm (Fig. 4C). Similar to what was observed in fixed ovarian sections, primary and secondary follicle oocytes had a larger size distribution than primordial follicle oocytes. On the other hand, pre-granulosa cells were no longer squamous after dissociating from the oocytes (Fig. 4A iv inset) and sized similarly to granulosa cells from primary and secondary follicles at 8.5 ± 0.9 μm, underlying the difficulty in separating the two morphologically if not staged beforehand during single-cell collection.

**Figure 4:**
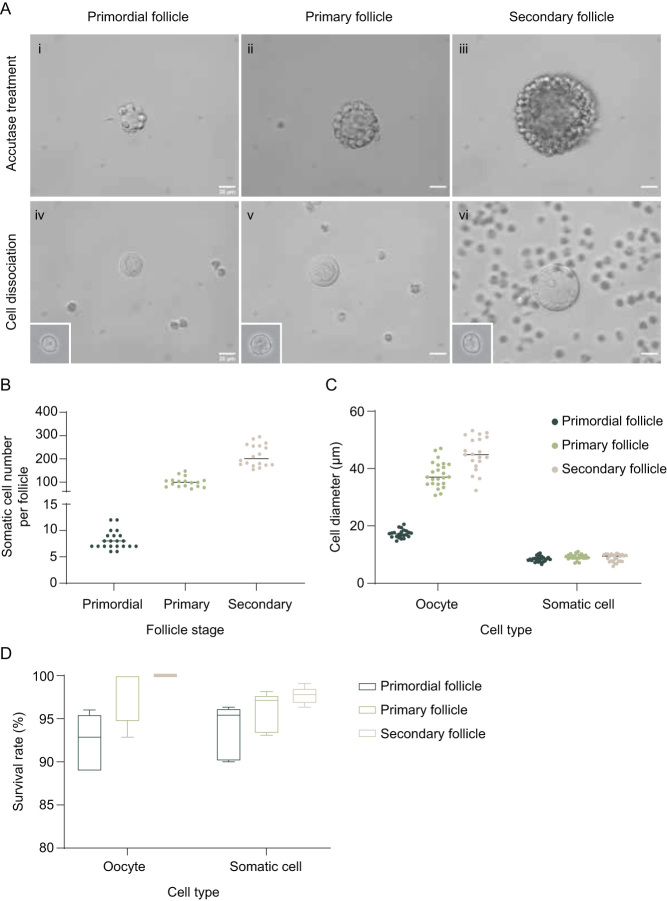
Single-cell collection and characterization. Primordial, primary, and secondary follicles were collected with the isolation method from P6 CD-1 mice and then incubated in Accutase solution for 5 (for primordial and primary follicles) to 10 min (for secondary follicle) for single-cell collection (A, i, ii, and iii). After the incubation, single oocytes and somatic cells (insets showing single somatic cells) were dissociated by mechanical disruption using pipettes of various sizes (A, iv, v, and vi). The number of the somatic cells of individual-staged follicles was quantified after single-cell isolation (B). The diameter (C) and the survival rate (D) of the oocytes and somatic cells were as well measured after cell isolation. Scale bar = 20 μm. *n*  =  18–21 follicles (B), 20–26 oocytes or somatic cells, and 4–5 independent experiments with 20 oocytes and 300 somatic cells (D).

We next determined the cell survival rate of collected single cells after the repeated liberase and accutase method. With a dissection microscope, it is relatively easy to collect viable oocytes based on their intact and smooth membranes. However, it can be more challenging to determine if a somatic cell is viable or not. We incubated staged isolated cells with a live-dead dye and imaged the cells to quantify the survival rate. Our results showed that somatic cells of primordial, primary, and secondary follicles that were collected randomly for the assay demonstrated over 90% survival rate, and oocytes collected based on their intact membrane showed a 100% survival rate for secondary follicle oocytes, and over 90% survival rate for primordial and primary follicle oocytes (Fig. 4D). Overall, our method allows for the single-cell isolation of follicle stage-specific oocytes and somatic cells, with over 90% viability.

### Single-cell RNA-sequencing reveals pathways and upstream regulators involved in early follicle activation

scRNA-seq is one of the commonly utilized downstream methods for comprehensively characterizing the components of complex tissues and is critical for understanding the molecular signatures that drive follicle activation. Here, we performed scRNA-seq using established SMART-Seq2 protocols (Trombetta *et al.* 2014) on a total of 90 oocytes and 166 somatic cells collected using our liberase-accutase method which provided matched follicle-stage data (i.e. primordial, primary, and secondary) for each cell sequenced. This approach allowed us to tightly link follicle stage information with sequencing data, generate full-length transcriptomes, and is well suited for experiments aiming to profile hundreds rather than thousands of cells. 

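The cells were taken from follicles of CD-1 mice, an outbred strain, at postnatal day 6. SMART-Seq2 copies the polyadenylated RNA of a cell over its full length and carries no molecular identifiers, so reads that are PCR copies of the same molecule are counted separately. The deposited table used here holds the cells left after the authors' filtering: 59 oocytes, of which 13 were primordial, 19 transitioning, 20 primary and 7 secondary, and 185 somatic cells, of which 40 were primordial, 47 transitioning, 56 primary and 42 secondary. The paper gives 14 primordial oocytes. The authors aligned the reads to GRCm38 and estimated a count per gene and cell, and 17.2% of the counts above 0 are not whole numbers.

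The total count per oocyte had a median of 491056 in primordial (8352 to 554041), 177232 in transitioning (7665 to 629560), 72306 in primary (5440.2 to 801258) and 61978 in secondary follicles (25744 to 74073). Per somatic cell it was 58216 (15909 to 200258), 141561 (25084 to 360450), 76684 (5150.2 to 409310) and 44665 (7942 to 381896) in the same order of stages. The cells were prepared on 6 library plates, and stages and plates overlap only in part. Transitioning oocytes came mostly from plate 4 (15 of 19), which holds no other oocytes, and no plate holds at least 5 transitioning and 5 primordial oocytes. Primordial and primary oocytes meet on plate 1 (5 and 7 cells). Somatic cells of all 4 stages meet on plate 1 (19, 8, 5 and 5 cells), and primordial, primary and secondary somatic cells also on plate 5 (21, 19 and 26 cells).

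Each plate lists its own set of genes, between 15672 and 18533 of 25122, and the remaining values are missing rather than 0, which leaves 32.9% of the table without a value. 13266 genes are listed on every plate. No animal or collection is named for a cell, so each stage of a cell type was treated as 1 sample and no test of a difference was run. Counts were summed over the cells of a stage and scaled by the total of the genes listed on every plate to CPM, the common unit for depth, and stages were compared by the log2 ratio of these CPM. Where both stages share a plate with at least 5 cells of each, the ratio was also taken within that plate, over all genes of the plate. Intervals are exact 95% intervals that cover counting error only, not the differences between animals. A stage with 0 counts was set at the floor of 3 counts over the group, and the ratio is then given as a bound.

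**Figure D1:**
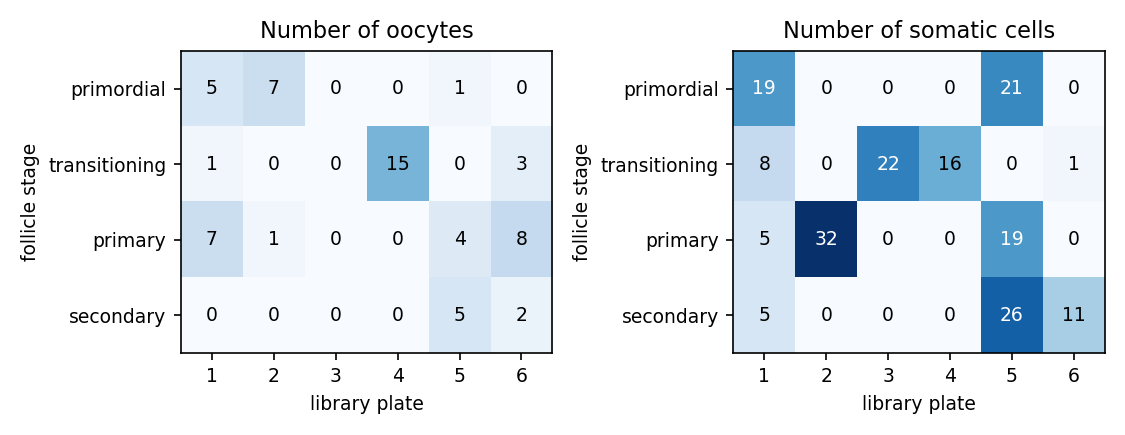
Number of oocytes (left) and somatic cells (right) of each follicle stage on each of the 6 library plates, written in each square. Transitioning oocytes are on plates 1, 4 and 6 with 1, 15 and 3 cells.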

Overall, we observed high-quality sequencing data across follicle stages. Specifically, the oocytes demonstrated a high number of unique genes detected per cell (>5K) with a low mapping rate to rRNA (<20%, Supplementary Fig. 6). 

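Oocytes carried reads of a median of 3094 genes per cell in the count table (1042 to 6008, 59 cells). The number of genes that the authors' deposited cell metadata give for the same oocytes has a median of 5174. In the metadata the primordial oocytes have the most genes, with a median of 8392, followed by 7168 in transitioning, 4728 in primary and 4178 in secondary oocytes, which is also the order of their total counts. With every oocyte thinned to 12000 counts, the medians of the 4 stages lay between 890 and 981 genes. On plate 1, which lists the most genes, oocytes reached a median of 4877 in the count table. Reads on rRNA, the structural RNA of the ribosome, made up a median of 10.1% of the reads of an oocyte (0.0247 to 24.4%), with medians of 8.92, 11.2, 10.9 and 9.12% from primordial to secondary oocytes.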

Somatic cells showed lower detected genes (~3K) with a higher rRNA mapping rate (~30%), which is expected in smaller cells and agrees with prior sequencing studies on granulosa cells (Zhang *et al.* 2018). 

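Somatic cells had reads of a median of 1895 genes in the count table (712 to 4270, 185 cells), against 3644 genes in the authors' cell metadata. By stage the metadata medians were 2458 genes in primordial, 4671 in transitioning, 3686 in primary and 3286 in secondary somatic cells. At 12000 counts per cell the median over all somatic cells was 744 genes and that over all oocytes 947. rRNA took a median of 24.3% of the reads of a somatic cell, and the stages ranged from 19.8% in primary to 31.6% in secondary follicles.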

We additionally scored our data against dissociation-related genes that can be activated by cell dissociation (Denisenko *et al.* 2020) and show that regardless of the stage the scores are comparable and much lower in oocytes. This suggests that, while dissociation can certainly impact global transcriptomes, this is not a technical effect across follicle stages in our data (Supplementary Fig. 7). 

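Immediate early genes of the response to dissociation were far higher in somatic cells than in oocytes. *Jun*, an immediate early transcription factor, reached 13882 CPM (95% interval 13677 to 14089) in primordial, 14091 CPM in transitioning, 16612 CPM in primary and 13866 CPM in secondary somatic cells, against 116 CPM (95% interval 104 to 129) in primordial, 12.0 CPM in transitioning and 19.8 CPM in primary oocytes. Among oocytes it was highest in secondary ones, from 55 counts in 7 cells. Of these cells 1 had 0.154% of its counts on the dissociation list described below, against at most 0.0321% in the others. The level of *Jun* without this cell was not taken. *Hspa1a*, an inducible heat shock chaperone, was at 1108, 784, 3883 and 2105 CPM in somatic cells and at most 35.6 CPM in oocytes. The dissociation list used here holds 26 immediate early and heat shock genes and is not the list of the paper. Over the 7 of them listed on every plate, a median of 2.72% of the counts of a somatic cell and 0.0210% of those of an oocyte fell on the list. By stage the somatic medians were 2.72, 2.04, 3.19 and 2.33% from primordial to secondary follicles, and the oocyte medians 0.0210, 0.0191, 0.0217 and 0.0220%. Within plate 1, where 15 genes of the list have values, the somatic medians were 3.08% in primordial, 1.02% in transitioning, 1.99% in primary and 1.09% in secondary cells. In oocytes the share depended on the genes a plate lists and ran from 0.0837% on plate 2 to 0.917% on plate 5, where somatic cells had 2.11%. Heat shock genes alone differed less, at 0.813% of the counts of oocytes and 1.06% of those of somatic cells on plate 5, and were higher in oocytes on plate 4 (0.0685 against 0.0337%).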

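Transcripts of several oocyte genes were present in somatic cells, over all plates most of all in those of primordial and transitioning follicles. *Ooep*, a component of the subcortical maternal complex of the oocyte, was at 743 CPM (95% interval 696 to 792) in primordial somatic cells, with at least 1 read in 75% of them (95% interval 58.8 to 87.3%), and at 642 CPM in transitioning, 84.8 CPM in primary somatic cells, with secondary ones between these. In primordial oocytes it was at 18659 CPM. *Sohlh1*, a transcription factor of early oocytes, was at 468 CPM in primordial and 7.19 CPM in primary somatic cells, with reads in 65 and 1.79% of the cells. The oocyte genes *Oas1d* and *Khdc1b* followed, at 624 and 303 CPM in primordial somatic cells, and both were lower in primary ones, *Oas1d* at 33.7 CPM. Within plate 1, however, *Ooep* differed little between primary and primordial somatic cells, *Khdc1b* was higher in primary ones, and 5 genes of the subcortical maternal complex had a median of 2.88 in primary against primordial cells. In the other direction, *Inha*, which encodes the inhibin alpha subunit of granulosa cells, was at 84.5 CPM (95% interval 74.1 to 96.0) in primordial oocytes and 7.31 CPM in transitioning oocytes, against 6641 CPM in primordial somatic cells.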

We next analyzed known oocytes and granulosa cells-specific genes and found that some were misexpressed (Supplementary Fig. 8). This leaky expression may have been due to the contamination of genes released from oocytes into the medium during sample collection. 

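Over the cells of all plates, the somatic markers taken together took a growing share of the counts of somatic cells from primordial to secondary follicles, though not each of them did, and oocyte markers such as *Bmp15*, *Dazl* and *Sohlh1* took little of it. In the cells kept by the authors, the oocyte markers took a median of 0.951% of the counts of an oocyte and 0% of those of a somatic cell. Over the markers listed on every plate, only primordial somatic cells had a median above 0, at 0.0292%. With all markers of a plate, the median was 0.0845% in transitioning cells of plate 3 and 0.252% in secondary cells of plate 6. The somatic markers took a median of 3.47% of the counts of a somatic cell, and 0.876, 3.87, 3.94 and 6.01% from primordial to secondary follicles. Within plate 1 these medians were 0.561, 0.656, 1.26 and 1.85%, and on plate 5 0.450% in primordial, 2.23% in primary and 2.16% in secondary cells. In oocytes the somatic markers had a median of 0.0110%. Of the 19 oocyte markers behind the module score only 5 are listed on every library plate and 13 have values on 1 plate only, while of the 21 somatic markers 11 are listed on every plate. The shares depend on which markers a plate lists. In oocytes, the oocyte markers took 0.478% on plate 2 and 5.89% on plate 6.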

To exclude any potentially contaminated cells, we used a module scoring method based on target gene expression from published datasets (Supplementary Table 1) to remove somatic cells that expressed high oocyte markers, as well as oocytes that expressed high somatic markers, with a stringent cutoff of 2 s.d. (see Materials and methods). This allowed us to retain only the highest quality cells for further analysis.

After sample filtering, 41 oocytes and 138 somatic cells were used for downstream analysis. A distinct separation between oocytes and somatic cells could be visualized upon principal components analyses (PCA) (Fig. 5A). 

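Oocytes and somatic cells lay apart along the axis of largest variance. This component was computed over the 2000 most variable of the genes listed on every plate, took 18.1% of the variance, and had a correlation of 0.936 with the cell type across all cells, transitioning ones included. Cells of 1 type lying on the side of the other were 3 oocytes and 1 somatic cell. With only the 40 oocytes and 138 somatic cells of primordial, primary and secondary follicles, the number of such cells was again 4 and the component took 16.7% of the variance. *Inha*, the inhibin alpha gene of granulosa cells, shows the same contrast, at 53348 CPM in secondary somatic cells and 100.0 CPM in secondary oocytes.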

Expression of known oocyte-specific genes, including *Bmp15 and Dazl*, was noted in primordial, primary, and secondary follicle stage oocytes, while *Gdf9* which is known to be expressed in growing oocytes, only increased after the primary stage (Fig. 5B). 

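*Bmp15*, which encodes a growth factor secreted by the oocyte, was present at every stage and highest in secondary oocytes. It was at 2411 CPM (95% interval 2354 to 2469) in primordial, 2994 CPM in transitioning, 5392 CPM in primary and 22464 CPM (95% interval 21868 to 23072) in secondary oocytes. The log2 ratio of secondary to primary oocytes was 2.06 (95% interval 2.01 to 2.11). Within plates 5 and 6 that ratio was smaller, as none of the 3 oocyte markers measured there, *Bmp15* among them, was above 0.88. *Dazl*, which encodes an RNA-binding protein of germ cells, had reads in all oocytes and was at 2313, 1319.7, 1779 and 1192 CPM, highest in primordial oocytes. *Gdf9*, which encodes another oocyte growth factor, has values on plate 6 only, so no primordial oocyte has a value. There it was at 27825 CPM (95% interval 26608 to 29084) in 3 transitioning, 29764 CPM in 8 primary and 33979 CPM in 2 secondary oocytes, with reads in each of these cells. *Bmp15* differed between plates within a stage: the primordial oocytes of plate 2 had 2854 CPM and those of plate 1 far less. *Bmp15* lies on chromosome X of GRCm38 from 6314107 to 6320721, *Dazl* on chromosome 17 of GRCm38 from 50279395 to 50293636 and *Gdf9* on chromosome 11 of GRCm38 from 53431023 to 53437904, all 3 in protein-coding genes of the annotation. In somatic cells *Bmp15* was at 63.4 CPM and *Dazl* at 92.7 CPM at the primordial stage.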

In somatic cells, genes including *Foxl2* and *Wnt6* were detected across multiple follicle stages, while *Amh* expression increased toward later stages (Fig. 5C).

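*Amh*, which encodes anti-Müllerian hormone, a product of growing granulosa cells, was low in primordial somatic cells and high from the transitioning stage on. It was at 166 CPM in primordial somatic cells, with reads in 30% of them, and at 2345 CPM in transitioning, 1137 CPM in primary and 3757 CPM (95% interval 3639 to 3878) in secondary somatic cells, with reads in 91.5, 85.7 and 100% of the cells. *Foxl2*, which encodes a transcription factor of granulosa cells, was at 536, 609, 396 and 898 CPM from primordial to secondary follicles. *Wnt6*, which encodes a secreted signalling protein, has values on 4 of the plates and was at 595, 2152, 1450.0 and 987 CPM. In oocytes none of the 3 was above 16.7 CPM at any stage. Within plate 1, *Amh* had 0 counts in primordial somatic cells, 317 CPM in transitioning, 1417 CPM in primary and 2395 CPM in secondary cells, while within plate 5 it was higher in primary (6025 CPM) than in secondary cells (3788 CPM). *Foxl2* was lower in secondary than in primordial somatic cells within plate 1 (331 against 925 CPM) and higher within plate 5 (1313 against 289 CPM). *Amh* lies on chromosome 10 of GRCm38 from 80805243 to 80807648, *Foxl2* on chromosome 9 of GRCm38 from 98955288 to 98958543 and *Wnt6* on chromosome 1 of GRCm38 from 74771892 to 74785322.

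**Figure D2:**
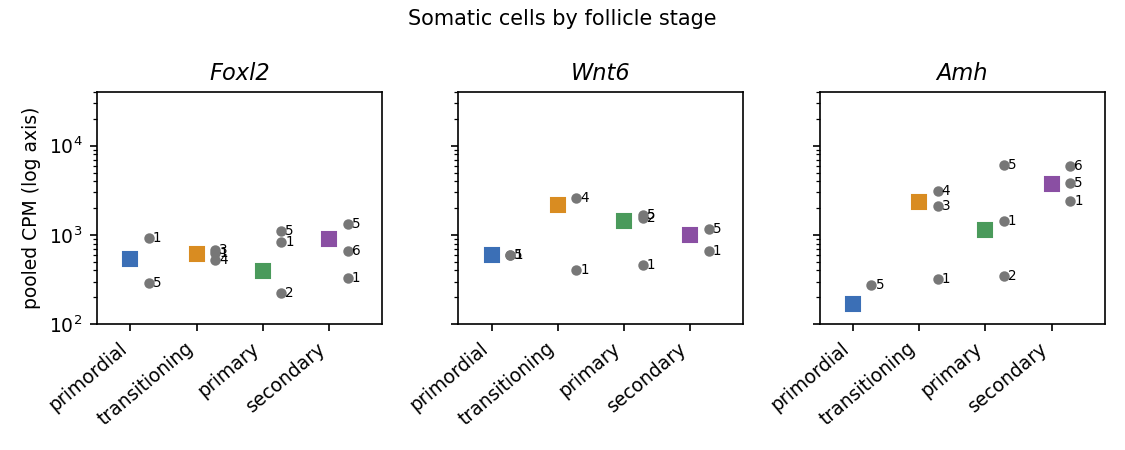
Pooled CPM (log axis) of *Foxl2*, *Wnt6* and *Amh* in somatic cells by follicle stage. Squares are all cells of a stage with a value, with the exact 95% interval of the count, and grey points are single library plates with at least 5 cells, labelled with the plate number. *Amh* is lowest in primordial cells, and its 0 counts there on plate 1 cannot be drawn on a log axis.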

**Figure 5:**
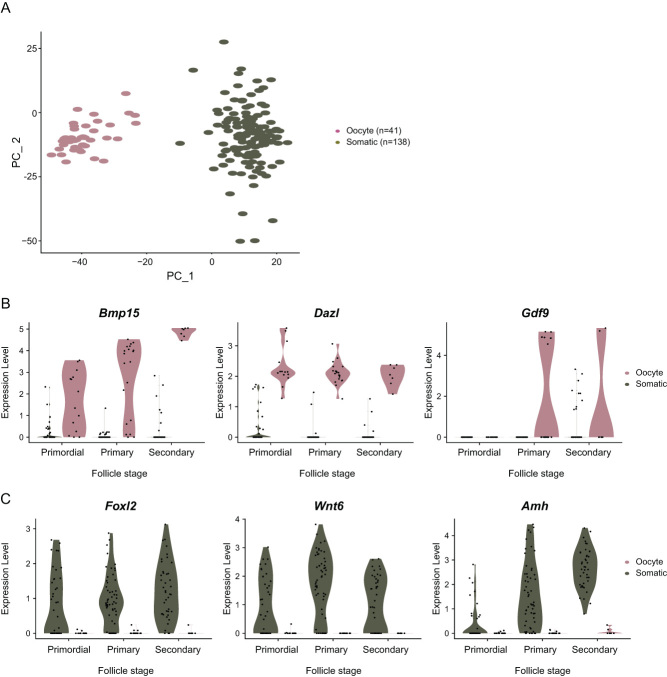
Gene expression dynamics and marker gene expression in the isolated single cells. Oocytes (14 primordial, 20 primary, and 7 secondary follicle stages) and somatic cells (40 primordial, 56 primary, and 42 secondary follicle stages) collected and filtered computationally were analyzed and visualized on a PCA plot after scRNA-seq. The cells were clustered and colored by cell type (A). Known oocyte (B) and somatic maker gene expression (C) of the three follicle stages were shown in the violin plots.

Most intriguingly, our isolation method allowed us to capture follicles that were phenotypically mid-transition between primordial and primary stage. These transitioning follicles were identified by having partial squamous and partial cuboidal somatic cells surrounding their central oocyte (Fig. 6A). We dissociated single oocytes and somatic cells from these transitioning follicles for scRNA-seq analysis. Interestingly, most transitioning oocytes separated from primordial follicle oocytes upon the t-distributed stochastic neighbor embedding (t-SNE) analysis, suggesting that transitioning follicle oocytes exhibit distinct transcriptional features from non-growing primordial follicle oocytes (Fig. 6B, left). This is also observed for transitioning somatic cells, which similarly clustered separately from somatic cells isolated from primordial follicles (Fig. 6B, right).

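Transitioning oocytes differed from primordial oocytes in genes of several kinds. *Nptx2*, which encodes a secreted pentraxin, was at 550.5 against 69.8 CPM and *Hist2h3b*, which encodes a histone H3, at 74.6 against 4.72 CPM, while *Gna14*, which encodes a G protein subunit, was at 4.30 against 215 CPM. In place of a t-SNE plot, the 5 nearest neighbours of each oocyte among primordial, transitioning and primary oocytes were counted over the genes listed on every plate. Of these neighbours 61.2% (95% interval 54.9 to 67.1%) were of the same stage, against 33.1% by chance, and for transitioning oocytes alone 64.2%. The interval takes neighbours as independent although cells share them, so it is too narrow, as is that for somatic cells below. Neighbours of the same library plate made up 70.4% against 20.8% by chance. No plate holds enough primordial and transitioning oocytes to set these apart within a plate. On plate 1, with 5 primordial and 7 primary oocytes, 45% of neighbours were of the same stage against 47.0% by chance.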

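Transitioning somatic cells differed from primordial ones in genes of connective tissue. The collagen gene *Col1a2* was at 4.83 against 2589 CPM. A few cells carry this level, as 9 of 40 primordial cells had reads of 3 or more stroma genes. Of the 5 nearest neighbours of each somatic cell among the 3 stages, 82.7% (95% interval 79.7 to 85.4%) were of the same stage, against 33.5% by chance. The share was 83.5% for primordial and 83.8% for transitioning cells. Most neighbours also came from the same library plate, against 20.9% by chance. Within plate 1, the only plate with at least 5 primordial and 5 transitioning somatic cells, 55.6% of neighbours were of the same stage against 42.1% by chance. Within plate 5, with primordial and primary cells, it was 84.5% against 48.8%.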

**Figure 6:**
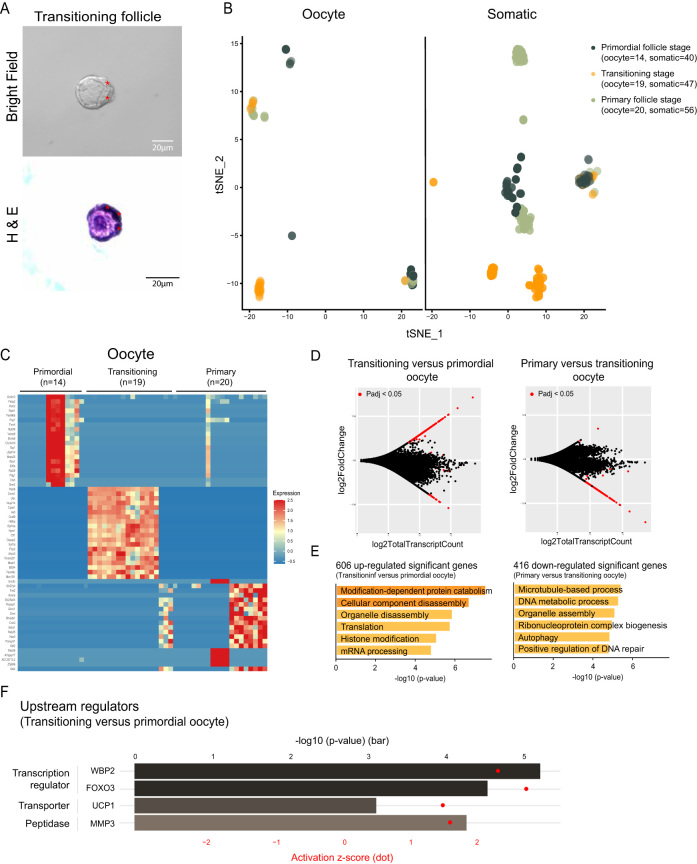
Gene expression dynamics in oocytes and somatic cells during follicle activation. Transitioning follicles were identified by partial squamous and partial differentiated somatic cells (wedge-shaped or cuboidal as marked in red asterisks) surrounding their central oocytes (A). The follicles were first imaged with a bright-field microscope (A, upper panel), then encapsulated and sectioned for H&E staining to verify the stages (A, lower panel). Single oocytes (14 primordial, 19 transitioning, and 20 primary follicle stages) and somatic cells (40 primordial, 47 transitioning, and 56 primary follicle stages) were analyzed and visualized on a t-SNE plot after scRNA-seq (B). The expression of top 20 genes with highest fold change value among primordial, transitioning, and primary follicle oocytes were selected and visualized on a heatmap (C). MA plots of transitioning vs primordial follicle oocytes (D, left) or primary vs transitioning oocytes (D, right) were shown with the log_2_ value of total transcript count on the x-axis, and the log_2_ value of fold change on the y-axis. Genes with significant adjusted *P*-value (*P*adj <0.05) were marked in red (D). Gene annotation analyses were performed using the upregulated DEGs identified in between transitioning oocytes vs primordial follicle oocytes (E, left), or downregulated DEGs identified in primary follicle oocytes vs transitioning oocytes (E, right). Upstream regulator analysis was performed on the DEGs identified in between transitioning oocytes vs primordial follicle oocytes. *P*-value was presented in bar plot according to the upper x-axis. Activation z-score was presented in dot plot according to the lower x-axis (F). Scale bar= 20 μm.

To better understand the differences in oocytes and somatic cells from primordial, transitioning, and primary follicles, we performed supervised differential expression analysis, selected the top 20 genes with the greatest fold change among each stage, and visualized the expression of these genes. First, in the oocytes, we observed a distinct gene expression pattern in the transitioning stage when compared to the primordial and primary stages (Fig. 6C). 

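Some genes were higher in transitioning oocytes than in the stages before and after. The histone gene *Hist2h3b* had a log2 ratio of 3.98 (95% interval 3.19 to 4.94) against primordial oocytes and of -3.32 in primary against transitioning oocytes. *Cdc42ep1*, which encodes an effector of the small GTPase Cdc42, gave 3.30 and -2.22, although within plate 6, with 3 transitioning oocytes, it was higher in primary oocytes (1.01). *Sesn2*, which encodes a stress-induced regulator of mTORC1, gave 3.31 and -1.22 (0.55 within plate 6), and *Sohlh1*, a transcription factor of early oocytes, 1.61 and -1.23. *Sohlh1* was lower in transitioning oocytes (-0.38) with the primordial oocytes of plate 2 left out. *Nptx2* gave 2.98 and then -0.08, so it was as high in primary as in transitioning oocytes. *Taf4b*, which encodes a subunit of a transcription factor complex of the germ line, was higher at each step, with 0.99 and 1.11. For primary against transitioning oocytes, *Sesn2* and *Nptx2* were chosen after their values were seen. Because transitioning and primordial oocytes came almost wholly from different plates, plate and stage cannot be told apart in these ratios.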

Target genes identified in the transitioning oocytes include genes reported to be involved in epigenetic, transcription, or translation regulation including *Dnmt1* (DNA methyltransferase 1), *Rlp10a* (Ribosomal protein L10a), *Eef1d* (Eukaryotic translation elongation factor 1 delta), *Tfcp2* (Transcription factor CP2), *Btf3l4* (Basic transcription factor 3 like 4), and *Fam46c* (Terminal nucleotidyltransferase 5C); genes related to nuclear transport and functions including *Nup214* (Nucleoporin 214), *Npm1* (Nucleophosmin 1), and *Tmem201* (Transmembrane protein 201); a ubiquitin gene *Ubc* (Ubiquitin C); a gene related to organelle movement in the oocyte *Padi6* (Peptidyl arginine deiminase 6); *Astl* (Astacin like metalloendopeptidase), which codes for an oocyte-specific oolemmal receptor (Fig. 6C).

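*Padi6*, which encodes a protein of the cytoplasmic lattices of the egg, was the highest of these genes, at 193905 CPM (95% interval 193285 to 194527) in transitioning oocytes and 1058 CPM in transitioning somatic cells of the same plate. *Dnmt1*, which encodes the maintenance DNA methyltransferase, was at 35979 against 1530.0 CPM, the egg protease gene *Astl* at 12451 CPM against 0 counts, which allows up to 2.09 CPM, the nuclear pore gene *Nup214* at 7238 against 1243 CPM, *Tfcp2* at 5414 against 397 CPM, *Tmem201* at 4671 against 1463 CPM, *Fam46c* at 3149.8 against 403 CPM and *Btf3l4* at 2493 against 383 CPM. *Eef1d*, of a translation elongation factor (3355 against 2898 CPM) was close to level, and *Rpl10a* (6283 against 7192 CPM) and *Npm1* (4824 against 9961 CPM) were higher in the somatic cells. All 11 genes have values on plate 4 only, which holds 15 of the 19 transitioning oocytes, 16 transitioning somatic cells and no cell of another stage, so none can be compared between stages. As elsewhere, the CPM are relative to the counts on the genes listed on every plate. *Kit* and *Nobox*, genes of the oocytes of all stages, are in turn listed on plate 1 only and *Zp2* and *Zp3*, which encode egg coat proteins, on plate 6 only. *Padi6* lies on chromosome 4 of GRCm38 from 140727355 to 140742643 and *Dnmt1* on chromosome 9 of GRCm38 from 20907209 to 20959888. The paper chose these 11 genes from the same cells.

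**Figure D3:**
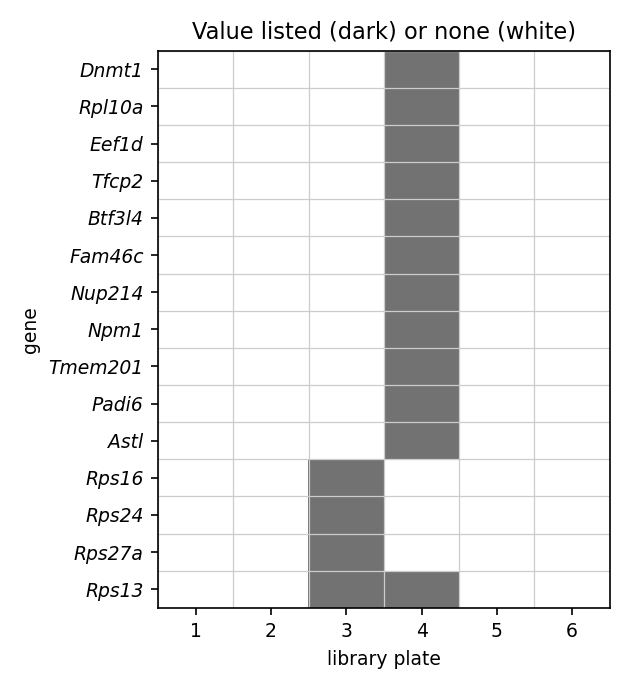
Library plates (columns) on which each of 15 genes (rows) has values in the count table. Filled squares mark plates that list the gene. The 11 genes of transitioning oocytes are filled for plate 4 only.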

When we compared transitioning and primordial stage oocytes, we identified 648 differentially expressed genes (DEG) (*P*adj <0.05), with the majority increased in expression in the transitioning oocytes (606 upregulated genes and 42 downregulated DEGs) (Fig. 6D, left) (Supplementary Table 2). 

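Among genes with values in every cell of both stages, higher values in transitioning oocytes were somewhat more common than lower ones. Over 1064 genes with a pooled CPM of at least 50 and reads in at least 50% of the cells of a group, the median log2 ratio was 0.32 and the middle 50% of genes lay between -0.48 and 0.97. Besides the histone gene *Hist2h3b*, genes with larger values in transitioning oocytes included *Sohlh2*, a transcription factor of oocytes, at 0.96 (95% interval 0.83 to 1.09). Lower in transitioning oocytes were *Gna14* at -5.64 (95% interval -6.71 to -4.76), *Ifitm3*, which encodes an interferon-induced membrane protein, at -4.30, *Inha* of granulosa cells at -3.53, the immediate early gene *Jun* at -3.27 and the heat shock genes *Hspa1a* and *Hspa1b* at -3.56 and -3.15. The 6 measured dissociation genes had a median of -3.21, below the median of -0.15 of 10000 lists of genes drawn at random with like expression. The list took up to 0.621% of the counts of a primordial oocyte, while its median share was nearly the same in both stages. *Jun* had reads in 69.2% of primordial and 21.1% of transitioning oocytes. No read of *Hspa1a* or *Hspa1b* was found in 4 of 13 primordial and 15 of 19 transitioning oocytes. How many cells carry the pooled ratios was not tested. *Mos*, which encodes a kinase of meiosis, was lower at -1.66 and the maternal gene *Zar1l* at -2.58, but with the primordial oocytes of plate 2 left out both were higher in transitioning oocytes, at 2.74 and 3.67. No count of differentially expressed genes was made, since no collection of cells is named to serve as a replicate.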

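Genes of the protein synthesis machinery differed in direction between primordial and transitioning oocytes. *Rps3a1*, which encodes a protein of the small ribosomal subunit, was at 3461 against 1448 CPM, a log2 ratio of 1.26, which came to -0.05 without the primordial oocytes of plate 2. *Rpl7l1*, which encodes a ribosomal protein-like factor, gave 0.62. *Rpl17* and *Rplp1* of the large subunit were lower, at -0.75 (95% interval -0.80 to -0.69) and -0.77. Over the 7 ribosomal protein genes that have values in every cell of both stages and a CPM of at least 5 the median was -0.23, and it lay at percentile 21.5 of 10000 lists drawn at random with like expression, whose median was 0.14. Of 85 ribosomal protein genes in the table, 64 have values on 1 plate only.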

GO analysis on the upregulated DEGs revealed GO biological processes and molecular function related to organelle disassembly, translation, and mRNA processing (Fig. 6E, left). Further, when comparing oocytes from transitioning vs primary follicles, the majority of DEGs (*P*adj <0.05) were downregulated in the primary follicle stage (416 downregulated and 8 upregulated genes) (Fig. 6D, right) (Supplementary Table 2). 

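Among genes with values in every cell of both stages, both directions were found in primary against transitioning oocytes. *Dppa2*, which encodes a pluripotency-associated nuclear protein, was higher in primary oocytes at 5.55 (95% interval 4.30 to 7.21), as were *Spry4*, which encodes an inhibitor of receptor tyrosine kinase signalling, at 4.06, *Rab31*, which encodes a small GTPase of vesicle transport, at 3.87 and *Dkk3*, which encodes a secreted glycoprotein, at 3.12. Lower in primary oocytes were the lysosomal genes *Ctsz* and *Hexa*, at -3.13 (95% interval -4.02 to -2.35) and -2.22, and *Sohlh2* at -1.14. *Sohlh2* was higher in primary oocytes within plate 6 (0.84) and by the mean CPM of single cells (0.35). Of the 7 ribosomal protein genes measured, 6 were lower in primary oocytes by at least 1 on the log2 scale and none was higher, with a median of -1.19 against -0.14 for lists drawn at random with like expression. *Rps3a1* gave -1.91, *Rpl36* -2.20 and *Rpl17* -1.12. Within plate 6, with 8 primary and 3 transitioning oocytes, 23 ribosomal protein genes had a median of -0.70, and 7 of them were lower by at least 1. Other genes moved along there, as 4 genes that nearly every cell uses had a median of -1.09 and 4 of granulosa growth -3.21. Over all cells 3 genes of granulosa growth went the other way, with a median of 1.44. *Cxxc5*, which encodes a zinc finger protein, was lower within plate 6 at -3.54 (95% interval -4.74 to -2.46). The median over the 1014 genes ranked was -0.19. Of the 424 genes in the paper's table for this comparison, 413 have no value in any cell of a stage. The paper's shares of cells with reads match those here, with missing values read as 0, for all 424 genes. The 6 with values in every cell had the direction the paper gives. The paper called them from the same cells, so their direction is not a separate check.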

GO analysis revealed terms including microtubule-based process, organelle assembly, and autophagy to be enriched in genes downregulated in the primary follicle stage (Fig. 6D, right). 

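Of the autophagy genes, *Atg12* was close to level over all cells. *Atg12*, which encodes the ubiquitin-like protein joined to *Atg5* in autophagosome formation, had a log2 ratio of 0.09 (95% interval -0.01 to 0.20) in primary against transitioning oocytes, after 0.16 in transitioning against primordial oocytes. Within plate 6 *Atg12* was higher in primary oocytes at 0.77 (95% interval 0.26 to 1.33) and *Atg3*, which encodes the enzyme that attaches lipid to LC3 proteins, gave -0.05 (95% interval -0.74 to 0.70). Of 15 autophagy genes only *Atg12* is listed on every plate and 12 have values on 1 plate only, so these genes do not form a group that can be compared between transitioning and primary oocytes over all cells.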

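Primordial and primary oocytes can be compared within 1 plate, and there several genes of the egg's own machinery were higher in primary oocytes while many genes of the ribosome were lower. Granulosa cell genes were lower too, with a median of -3.38 over 6 genes of granulosa growth, so more RNA of granulosa cells in the primordial oocytes goes along with this contrast. *Khdc3* and *Tle6*, which encode proteins of the subcortical maternal complex that the early embryo needs, were at 2197 against 63.1 CPM and 9395 against 1887 CPM of the plate's counts in 7 primary and 5 primordial oocytes, log2 ratios of 5.12 (95% interval 4.84 to 5.41) and 2.32. *Nlrp14*, another maternal gene, gave 2.04, the growth factor *Bmp15* 4.24 and the meiotic kinase *Mos* 2.78. The tubulin genes *Tubb3* and *Tubb6* gave 5.93 and 4.96, and *Cdh3*, which encodes a cadherin, 7.26 (95% interval 5.39 to 10.32) with 2 counts in primordial oocytes. *Rps6* and *Rpl4*, which encode ribosomal proteins, were lower in primary oocytes, at -1.54 and -1.23.

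The transcription factors of the early oocyte *Nobox*, *Figla* and *Sohlh1* gave -0.19, -0.57 and -0.84, the receptor kinase *Kit* -0.63, the forkhead factor *Foxo3* -0.64 and the germ cell gene *Dazl* -0.50, near the median of all genes of the plate of -0.55. Of 8 oocyte transcription factors 3 were higher by at least 1, all of them Obox genes with reads in few cells. *Dppa3*, a maternal chromatin factor, gave 0.06. The autophagy genes *Atg16l1* and *Atg5* were higher in primary oocytes, at 1.40 and 1.09, and *Sqstm1*, which encodes an autophagy receptor, lower at -1.43, though not with each cell thinned to the same count (0.08). Over lists, 5 genes of the subcortical maternal complex had a median of 2.32 and 7 genes of maternal RNA storage 2.04, against -0.43 and -0.51 for lists of genes drawn at random with like expression, with 3 of the 5 and 4 of the 7 higher by at least 1. Over all cells 3 genes of RNA storage had a median of -1.41 instead. The plate 1 medians came to 0.90 and 1.03 by the mean CPM of single cells. 33 ribosomal protein genes had a median of -1.23 against -0.48, with 23 of them lower and none higher by at least 1, and -0.45 by the mean CPM of single cells. *Khdc3* lies on chromosome 9 of GRCm38 from 73101836 to 73104438 and *Tle6* on chromosome 10 of GRCm38 from 81590904 to 81601073. This comparison spans the transitioning stage, which has 1 oocyte on the plate. The 3 oocytes nearest to somatic cells on the first principal component, taken without transitioning cells, are all on this plate. They are 1 primordial oocyte (22.8) and 2 primary ones (34.8 and 32.9). Next comes another primordial oocyte of the plate, at 51.3. A comparison without these cells was not made. Of the 5 primordial oocytes 3 carry the time code of secondary cells, so that their stage is in doubt. Without them (7 against 2 cells) *Khdc3* was again higher in primary oocytes, *Tle6* gave 2.38 and *Bmp15* 5.26, and the medians were 2.57 for the complex, 0.84 for RNA storage and -1.40 for ribosomal proteins, while *Rpl4* (0.64) and *Sqstm1* (1.73) were higher in primary oocytes.

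The paper proposes that genes regulating transcription and translation and genes of organelle reassembly increase during activation. The proposal follows annotation terms enriched in the genes it calls between stages. These genes are 606 higher in transitioning than in primordial oocytes and, separately, 416 lower in primary than in transitioning oocytes. Over all cells, the counts used here hold these steps only for genes with values in every cell of the stages compared. Among ribosomal protein genes the first step has a median close to that of other genes, and the second a lower one. Whether transitioning oocytes pass through a peak is not set by these counts, since the primordial and transitioning oocytes share only plate 1, with 5 and 1 cells.

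**Figure D4:**
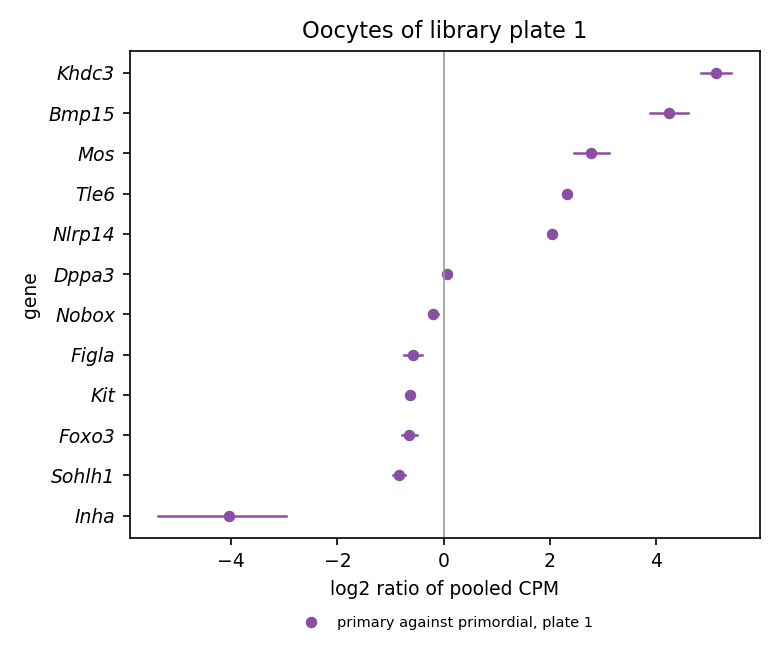
Log2 ratio of pooled CPM in primary against primordial oocytes of plate 1 for 12 genes (7 and 5 cells), with the 95% interval of counting error. Genes to the right of 0 are higher in primary oocytes, with *Khdc3* and *Bmp15* highest and *Inha* of granulosa cells lowest.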

Overall, this suggests that transitioning oocytes capture unique changes occurring *en route* to the primary follicle stage, with genes in transcription/ translation regulation and organelle reassembly increasing expression during the activation process.

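Within plate 1, ribosomal protein genes were higher in transitioning than in primordial somatic cells, and lower again in primary ones. On plate 1, *Rpl36* of the large subunit was at 1409 CPM in 8 transitioning against 396 CPM in 19 primordial somatic cells, a log2 ratio of 1.83 (95% interval 1.70 to 1.97), and *Rpl24* gave 1.54 and *Rps23* 1.54. In 5 primary against the transitioning cells the same plate gave -2.85 for *Rpl36*, -2.08 for *Rps23* and -2.87 for *Rplp1*. In the cell metadata 1 of these 5 cells is called secondary and 1 of the 8 transitioning cells primary. Over 32 ribosomal protein genes the median of the first step was 1.07, against 0.22 for lists of genes drawn at random with like expression, with 19 genes higher and 1 lower by at least 1, and of the second -1.62 against 0.15, with 22 lower and 1 higher. By the mean CPM of single cells, which weighs each cell alike, these medians were 0.42 and -0.62. In the first step 4 of 5 genes of the subcortical maternal complex of oocytes were higher too, and all 10 genes of stroma and theca lower, so the RNA of other cell types differed as well. Over the cells of all plates, *Rpl8* gave 1.43 and *Rps3a1* 1.41 in transitioning against primordial somatic cells, but the 8 ribosomal protein genes measured had a median of 0.86, close to the median of 0.79 of all genes, and for primary against transitioning cells a median of -0.14 over 7 genes, without the fall seen on plate 1. *Rps16*, *Rps24* and *Rps27a* have values in 22 transitioning somatic cells of plate 3 only, at 7144, 5472 and 6095 CPM, *Rps13* in 38 transitioning cells of plates 3 and 4, at 2337 CPM, and *Rpl10a* only on plate 4, so none of the 5 has a value in another stage. *Rpl10a* lies on chromosome 17 of GRCm38 from 28328471 to 28331033.

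**Figure D5:**
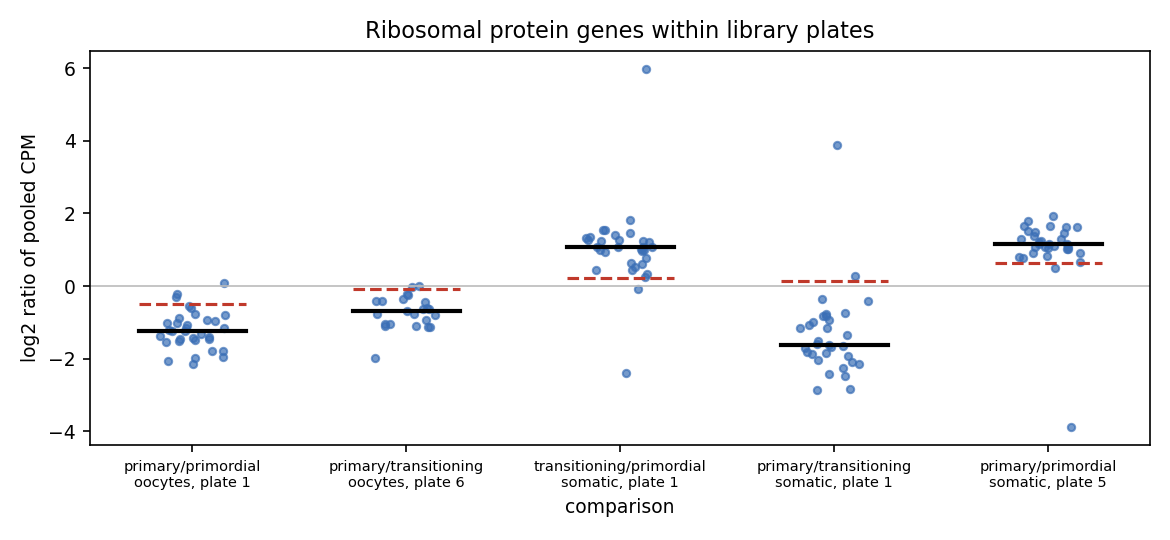
Log2 ratios of pooled CPM of ribosomal protein genes between stages within a plate. Each point is a gene, the black line the median of the genes and the red dashed line the median of 10000 lists of genes drawn at random with like expression. In somatic cells of plate 1 the black line lies above the dashed line for transitioning against primordial and below it for primary against transitioning cells, while single genes lie on both sides.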

In the transitioning somatic cells, the expression profile of the top 20 genes with the greatest fold change revealed two major expression patterns with several ribosomal protein genes identified (*Rps16*, *Rps24*, *Rps27a*, *Rps13,* and*Rpl10a*) (Fig. 7A). This potentially reflects the different differentiation stages of the somatic cells (from squamous pre-granulosa cells to wedge-shaped and then to cuboidal granulosa cells). Meanwhile, primary follicle somatic cells, which contained all cuboidal granulosa cells, demonstrated the highest homogeneity in terms of gene expression pattern when compared to primordial and transitioning stages. 

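Among somatic cells of these 3 stages, primordial cells were least alike over all plates. They differed from each other in genes of connective tissue such as *Col1a2*, with reads in 45% of primordial, 4.26% of transitioning and 25% of primary cells. With each cell thinned to the same count, the median correlation between pairs of cells over 949 genes was 0.280 in primordial, 0.301 in transitioning and 0.306 in primary somatic cells, and 0.342 in secondary ones. Between cells of the same plate it was 0.324, 0.357 and 0.328, so that transitioning cells were then the most alike of the 3 stages. With all counts of a cell it was 0.290, 0.305 and 0.296 over all plates, and 0.349, 0.359 and 0.322 on the same plate, where primary cells were least alike.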

The same degree of homogeneity is not seen in primordial stage somatic cells which also contained all squamous pre-granulosa cells (Fig. 7A). In contrast to the oocyte, the number of the DEGs that increased or decreased expression in the transitioning somatic cells when compared to the primordial stage were more comparable. 

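Several genes that mark growing granulosa cells were higher in transitioning than in primordial somatic cells, and collagen genes lower. Over all plates *Amh* gave a log2 ratio of 3.82 (95% interval 3.62 to 4.02), and *Inhbb* and *Inha*, which encode inhibin subunits, 2.37 and 2.34. These ratios are not set to 0 at the median gene, as the median over the 615 genes ranked was 0.79. The repeat-rich gene *Gm10800* alone took 292577 CPM in primordial somatic cells, which lowers the CPM of other genes there. *Hsd17b1*, which encodes an enzyme of estrogen synthesis, gave 2.38 and the monoamine transporter gene *Slc18a2* 2.00. *Fshr*, which encodes the receptor of follicle-stimulating hormone, had 0 counts in primordial cells, which gives at least 5.29. *Bex2*, an adaptor gene, gave 3.91 and the endothelial transcription factor gene *Sox18* 3.48. The collagen genes *Col1a2* and *Col1a1* gave -9.07 and -12.67 (95% interval -17.98 to -10.19), the second with 1 count in transitioning cells, and the proteoglycan genes *Dcn* -8.93 and *Lum* at most -7.26. *Irs1*, which encodes an adaptor of the insulin receptor, was lower at -2.39.

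Within plate 1 *Hsd17b1* gave 3.04 (95% interval 2.72 to 3.37), *Inhbb* 2.64, *Inha* 1.19, *Amh* at least 5.69 with 0 counts in primordial cells and *Col1a2* at most -7.90. Immediate early genes, which dissociation also raises, were lower in transitioning cells there, with *Jun* at -1.35, *Fos* at -1.83, *Junb* at -3.68, *Nr4a1* at -2.06 and the cytokine signalling inhibitor *Socs3* at -6.56. *Timp3*, which encodes a metalloproteinase inhibitor, gave -10.15 (95% interval -15.46 to -7.67) with 1 count, and *Gatm*, which encodes an enzyme of creatine synthesis, -3.19. 7 genes of granulosa growth measured over all plates had a median of 2.37 against 0.71 for lists of genes drawn at random with like expression, and 10 such genes within plate 1 0.98 against 0.01, with 5 higher and 2 lower by at least 1. The somatic markers of the paper's module score had a median of -0.63 within plate 1, with 2 of 12 higher and 5 lower. Of the 893 genes in the paper's table for this comparison, 818 have no value in any cell of a stage. Of the 21 with values in every cell, 20 had the direction the paper gives. As the paper called them from the same cells, their direction is not a separate check. Its shares of cells with reads match those here, with missing values read as 0, for 688 of the 893 genes.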

In the total 893 DEGs identified, 410 increased and 483 decreased in expression in the transitioning somatic cells (Fig. 7B, left) (Supplementary Table 2). GO analysis revealed dynamic regulation in mRNA processing, translation, and protein localization in both the increased and decreased DEGs in transitioning somatic cells. Further, terms including cell cycle regulation and protein deubiquitination were enriched in upregulated DEGs, while cadherin binding and protein ubiquitination were enriched in the downregulated DEGs (Fig. 7B, right). 

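Genes of the cell cycle were higher in transitioning than in primordial somatic cells. On plate 1, *Mcm5* and *Mcm7*, which encode subunits of the replicative helicase, had log2 ratios of 5.32 and 1.90, *Mcm5* with 419 against 10.5 CPM. The replication clamp gene *Pcna* gave 2.25 (95% interval 1.89 to 2.62), the mitotic cyclin gene *Ccnb2* 3.23 (1.92 over all plates), *Ccne1*, of a cyclin of the start of replication, 8.04 (95% interval 5.54 to 13.35) with 1 count in primordial cells, and *Pold1*, of a DNA polymerase, at least 7.00. *Mki67*, a marker of dividing cells, gave 1.37, but came to -0.06 with each cell thinned to the same count and to the same value by the mean CPM of single cells, and *Top2a*, which encodes a topoisomerase of mitosis, gave -0.16. Over 15 genes of the cell cycle the median was 1.90 against -0.16 for lists drawn at random with like expression, with 11 higher and none lower by at least 1. Markers of other cell types moved as much in these cells, with a median of 2.40 over 5 genes of the subcortical maternal complex of oocytes, 4 of them higher, and of -5.53 over 10 genes of stroma and theca, all of them lower. 11 genes of the proteasome, which degrades ubiquitinated proteins, had a median of 1.27 against 0.21. 5 genes of adhesion and junctions had -0.27 against 0.30, with 2 of them lower by at least 1.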

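Between transitioning and primary somatic cells the largest differences over all plates were in genes of connective tissue. *Col1a2* was at 3433 CPM in primary and 4.83 CPM in transitioning somatic cells, a log2 ratio of 9.47 (95% interval 8.75 to 10.31), the proteoglycan gene *Dcn* gave 8.61, and the smooth muscle actin gene *Acta2* at least 9.55 with 0 counts in transitioning cells. *Col1a1* gave 12.93 (95% interval 10.45 to 18.24) with 1 count. A few stroma-like cells carry these ratios, as 8 of 56 primary cells had reads of 3 or more stroma genes. The heat shock genes *Hspa1a* and *Hspa1b* were higher in primary cells at 2.31 and 2.44, as was *Itm2a*, of a membrane protein, at 1.85. Oocyte transcripts were lower over all plates, with *Ooep* at -2.92, the RNA decay gene *Patl1* at -2.76 and *Dppa5a*, a gene of pluripotent cells, at -2.79. Within plate 1 *Dppa5a* was near level at -0.11, and lists of oocyte genes went both ways. There 6 oocyte transcription factors had a median of 1.39, with 4 higher and 1 lower by at least 1. The subcortical maternal complex gave 0.48 over 5 genes and maternal RNA storage -0.80 over 6. *Mdk*, which encodes a growth factor, gave 2.21, and -4.45 within plate 1.

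Over all plates *Inhbb* was higher in primary cells, *Inha* level at -0.03, and *Amh* lower at -1.04 (95% interval -1.11 to -0.98). Within plate 1, with 5 primary and 8 transitioning cells, *Amh* was higher in primary cells at 1.62 (95% interval 1.31 to 1.93), and over all plates the mean CPM of single cells also gave a higher value (0.29). *Fshr* and the aromatase gene *Cyp19a1* had 0 counts in the transitioning cells of plate 1, which gives at least 5.49 and at least 4.91, and *Inhbb* was at 2.52. *Amhr2*, of the receptor of anti-Müllerian hormone, gave 1.05, the gap junction gene *Gja1* 1.43, *Gatm* 2.55, the helicase gene *Mcm4* 2.21 and the mitotic kinase gene *Aurkb* 4.05. Within plate 1, 12 genes of granulosa growth had a median of 1.24 against 0.18 for lists drawn at random with like expression. There 15 genes of the cell cycle had 0.82 against 0.05. Over all plates the rise was absent, as 7 genes of granulosa growth had a median of -0.03 against -0.02, with 1 higher and 2 lower by at least 1. Of the 917 genes in the paper's table for this comparison, 866 have no value in any cell of a stage. With missing values read as 0, the paper's shares of cells with reads match those here for 701 of the 917. The 18 with values in every cell had the direction the paper gives, which is not a separate check, as the cells are the same.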

During the progression from transitioning to primary stage follicle, there were 495 and 422 differentially up- and downregulated genes in the somatic cells, respectively. Many of these genes were enriched in RNA metabolism and chromatin organization (Supplementary Table 2).

**Figure 7:**
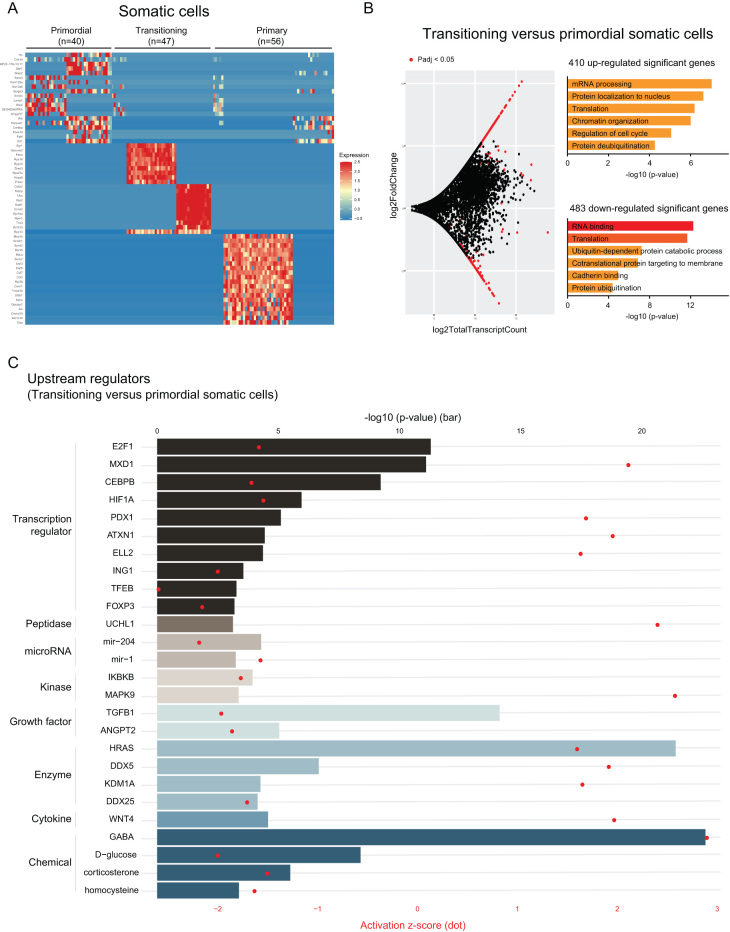
Gene expression dynamics and potential upstream regulators in transitioning somatic cells. The expression of top 20 genes with highest fold change value among primordial, transitioning, and primary follicle somatic cells were selected and visualized on a heatmap (A). MA plot of transitioning vs primordial follicle somatic cells (B, left) was shown with the log_2_ value of total transcript count on the x-axis, and the log_2_ value of fold change on the y-axis. Genes with significant adjusted *P*-value (*P*adj < 0.05) were marked in red (B, left). Gene annotation analysis (B, right) of transitioning vs primordial follicle somatic cells were performed using the identified upregulated DEGs (upper panel), or the downregulated DEGs in the transitioning stage (lower panel). Upstream regulator analysis was performed on the DEGs identified in between transitioning vs primordial follicle somatic cells. *P*-value was presented in bar plot according to the upper x-axis. Activation z-score was presented in dot plot according to the lower x-axis (C).

Finally, to investigate potential upstream regulators of follicle transitioning, we performed upstream regulator analysis on transitioning oocytes and somatic cells, selecting only mammalian endogenous molecules with significant adjusted *P* values (*P*adj <0.05) and an activation z-score greater or less than ±1.5 for visualization. In the transitioning oocytes, we identified transcription factors WBP2 (WW domain-binding protein 2) and FOXO3 (Forkhead Box O3), as well as two that were not detected in our oocyte data set, transporter UCP1 (Uncoupling protein 1) and peptidase MMP3 (Matrix metalloproteinase 3), as potential upstream activators (Fig. 6F). On the other hand, a lot more targets were identified as potential upstream regulators in the transitioning somatic cells. Specifically, transcription regulators MXD1 (MAX dimerization protein 1), ATXN1 (Ataxin 1), peptidase UCHL1 (Ubiquitin C-terminal hydrolase L1), kinase MAPK9 (Mitogen-activated protein kinase 9), enzymes HRAS (H-Ras), DDX5 (Dead-box helicase 5), and KDM1A (Lysine Demethylase 1A), as well as cytokine WNT4 (Wnt family member 4) were among the potential upstream activators. Conversely, transcription factors including E2F1 (E2F transcription factor 1), HIF1A (Hypoxia-inducible factor 1 subunit alpha), TFEB (Transcription factor EB), miRNA mir-204 and mir-1, kinase IKBKB (Inhibitor of nuclear factor kappa B kinase subunit beta), growth factors TGFB1 (Transforming growth factor-beta 1) and ANGPT2 (Angiopoietin 2) were identified as potential negative upstream regulators of somatic transitioning (Fig. 7C). 

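*Foxo3*, which encodes the forkhead factor that holds primordial oocytes dormant, was at 3179 CPM (95% interval 3009 to 3355) in 5 primordial oocytes, 576 CPM in 1 transitioning oocyte and 1384 CPM in 7 primary oocytes, all on plate 1. *Wbp2*, which encodes a transcriptional coactivator, was at 1349, 277 and 408 CPM in the same cells. With 1 transitioning oocyte on the only plate that lists them, their level at this stage is that of a single cell. As CPM of all genes of the plate, the log2 ratio of primary to primordial oocytes was -1.17 (95% interval -1.42 to -0.92) for *Wbp2*, and 0.17 without 3 primordial oocytes that carry the time code of secondary cells. *Akt1*, of the kinase that acts on *Foxo3*, gave 1.36 (95% interval 0.70 to 2.04). *Ucp1* had 6 counts, all in 1 primordial oocyte, and *Mmp3* had 0 in all 59 oocytes, which allows up to 1.29 CPM in transitioning ones. These are levels of transcripts and not the activity of the proteins, which the paper inferred from target genes. *Foxo3* lies on chromosome 10 of GRCm38 from 42181841 to 42276755.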

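Transcripts of these regulators themselves went in both directions in transitioning against primordial somatic cells. On plate 1, *Mxd1*, a repressor of Myc targets, gave 0.72 (95% interval 0.11 to 1.33), while *Ddx5*, an RNA helicase, gave -1.68 (95% interval -1.81 to -1.55) and *Atxn1*, a transcriptional repressor, -5.17 (95% interval -6.80 to -3.93). *Wnt4*, which encodes a signal of pregranulosa cells, gave 2.38 (95% interval 1.87 to 2.94) over all plates, but -1.13 (95% interval -2.40 to -0.00) within plate 1. With each cell thinned to the same count, plate 1 gave 1.25. *Kdm1a*, which encodes a histone demethylase, was at 51.7 CPM in 16 transitioning cells of plate 4 and *Uchl1*, which encodes a ubiquitin hydrolase, at 3317 CPM in 22 of plate 3. Neither has a value in primordial cells. *Mapk9*, which encodes a stress kinase, had 61 counts and *Hras*, which encodes a small GTPase, 0 in the 1 transitioning cell of plate 6, and primordial cells have no value for them.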

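Among these regulators, *Ikbkb*, which encodes a kinase of the NF-kappaB pathway, was lower in transcripts, at -4.08 (95% interval -4.81 to -3.44) in transitioning against primordial somatic cells of plate 1. *Hif1a*, which encodes a factor of the response to low oxygen, was also lower there, at -0.78 (95% interval -0.98 to -0.58). *Tfeb*, a regulator of lysosomal genes, was rare, with 38 counts in transitioning and 1 in primordial somatic cells, a log2 ratio of 3.95 (95% interval 1.38 to 9.29) that came to -0.05 with each cell thinned to the same count. *Angpt2*, which encodes a factor of blood vessels, was level at 0.01 (95% interval -0.61 to 0.66). *Tgfb1*, which encodes a growth factor, had 20 counts in transitioning cells and 0 in the 19 primordial cells with a value. *E2f1*, which encodes a factor of the start of replication, has a value in 1 transitioning somatic cell only, at 758 CPM. The microRNAs mir-204 and mir-1 were not analysed here.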

Our results corroborate prior studies that show significant roles of several of these targets in follicle activation, and we further suggest these targets as potential upstream regulators in the oocyte and the somatic cells upon follicle activation.

## Discussions

Historically, samples isolated using animal-age- or oocyte size-specific methods have been applied to the studies of ovarian follicle and oocyte development, for example, using different perinatal timepoints for collecting primordial or primary stage cells (Pan *et al.* 2005, Ford *et al.* 2021) or collecting size-specific oocytes to represent other follicular stages (Veselovska *et al.* 2015, Lv *et al.* 2021). These approaches allow for efficient sample collection and analysis in bulk quantity and have therefore established fundamental cellular events as well as identified critical players that drive follicle development. However, one limitation of age- or size-specific approaches is that they do not adequately represent a single pure follicle population as defined by the somatic cell compartment. For example, our results show that more than 98% of oocytes from CD-1 mice at birth remained in oocyte cysts. Nest breakdown, or the formation of individually encapsulated primordial follicles, does not peak until between P2 and P6 (Fig. 2). It should also be noted that there may be animal strain-specific differences. When the oocytes are dissociated from a perinatal ovary directly, the cytoplasmic bridges connecting the in-cysts oocytes disconnect, rendering it less likely to differentiate them from primordial follicle oocytes by transmitted light microscope, as oocytes from ovarian cysts and primordial follicles have similar morphological appearance and size. Our measurements also indicate that the size of primordial follicle oocytes can overlap with the size of primary follicle oocytes. These observations suggest that a precise characterization of a pure population can be more accurately achieved through first collecting individually staged samples, such as we achieved through transmission light microscopy imaging of all collected follicles (Hornick *et al.* 2012, Laronda *et al.* 2014, Kniazeva *et al.* 2015).

Follicle collection of primary and secondary follicle stages can be easily performed through mechanical disruption of the ovary (e.g. flicking insulin needles and pipetting (Shikanov *et al.* 2011)) which is effective in liberating follicles from the ovarian stroma with repeated agitation. However, the collection of individual primordial follicles requires gentle enzymatic dissociation, and their collection is more challenging than higher-staged follicles, due to their small size and their difficulty to manipulate and culture *in vitro*. Protocols for isolating primordial follicles have been described and compared by many research groups including in humans (Oktay *et al.* 1997, Abir *et al.* 1999, Dolmans *et al.* 2006, Vanacker *et al.* 2011, Lierman *et al.* 2015, Chiti *et al.* 2017, Zhang *et al.* 2018), primate (Hornick *et al.* 2012) and porcine ovaries (Greenwald and Moor 1989, Shi *et al.* 2007, Fattahi *et al.* 2020), yet it is much less described with murine samples. Based on a protocol that our group has previously published (Kniazeva *et al.* 2015), we report and quantify in this current study a detailed method for the collection of mouse primordial follicles, and their dissociation into single oocytes and pre-granulosa cells for the first time.

Follicles and single cells collected are suitable for various applications including live staining and imaging, encapsulation, fixation, and RNA extraction for transcriptomic analysis. With scRNA-seq, we demonstrated high sequencing quality of isolated oocytes and somatic cells using Smart-seq2, which enabled us to directly link cell information (e.g. type and stage) to full-length transcriptome data. Previous studies have performed sequencing on ovarian material with other methods, like 10X genomics. The main advantage of Smart-seq2 is that it is the most efficient method for analyzing fewer cells (Ziegenhain *et al.* 2017). For our specific application, given the low throughput and cells isolated at a given time, as well as the need to maintain a tight link between follicle stage and sequence data, Smart-seq2 (or other plate-based methods) was the preferred approach. Even though we did observe spillover of some cell-specific genes, likely due to the mRNA released into the medium from the dying cells during the isolation process, it is possible to apply more washing steps or to exclude these samples computationally by applying a cell type-specific module filter as performed here.

We were able to analyze transitioning stage oocytes and somatic cells and demonstrated distinct transcriptional programs within these cells. Our small sample size precludes the use of unsupervised methods to identify novel sub-clusters or sub-states of cells across stages, but our analyses that show that there is some overlap between stages suggest that this is worth pursuing in a much larger data set. At the onset of primordial follicle activation, partial pre-granulosa cells differentiate into mitotic cuboidal granulosa cells and become a transitioning follicle. During this change in somatic cell shape, junction proteins are extensively remodeled as the flattened pre-granulosa cells transform into cuboidal granulosa cells that are three to four-foldnarrower and six-fold taller (Da Silva-Buttkus *et al.* 2008, Mora *et al.* 2012). This process occurs morphologically prior to oocyte growth and FOXO3 nuclear exclusion in the oocyte (Hardy *et al.* 2018), which is a well-established marker of follicle activation (John *et al.* 2008). Once the follicle has fully transitioned into a primary follicle, organelles in the oocytes including the ER and Golgi rearrange and disperse out in the cytoplasm, instead of aggregating together as observed in a non-growing oocyte (Pepling *et al.* 2007). Our results demonstrated that at the time as partial surrounding somatic cells undergo differentiation, the oocyte from these transitioning follicles has already demonstrated a distinct molecular signature than a primordial follicle oocyte, with genes involved in organelle disassembly and translation regulation driving this transition. As a transitioning oocyte further progresses through the primary follicle stage, a major downregulation of genes enriched in organelle assembly and microtubule-based processes was subsequently observed. Moreover, other than dynamic changes in RNA and protein regulation, we also observed an enrichment of targets involved in cadherin binding, which likely reflected changes in cell shape during somatic differentiation. Interestingly, among the genes with the highest fold change of each stage, primordial and primary follicle oocytes demonstrated higher heterogeneity within the follicle stages, suggesting a potential ‘synchronized effect’ in the molecular signature of the transitioning oocytes during follicle activation (Fig. 6C).

The impacts of sample dissociation and sample handling have been well-documented for both bulk and single-cell studies (Denisenko *et al.* 2020), and in our work, we followed current best practices including minimizing the time from isolation to lysis, using the same method across biological replicates, and including batch variables for correction during analyses. Despite this, it should be noted that immediate-early responses may occur during isolation, and therefore, experiments should be performed with control groups and identified targets verified through secondary method (e.g. on flash-frozen ovarian tissue).

The identification of early response genes provides us with an ideal opportunity to characterize potential upstream regulators during follicle transitioning, which likely initiates in the somatic compartments (Zhang *et al.* 2014, Hardy *et al.* 2018). Upon upstream regulator analysis, we identified several potential upstream molecules that either positively or negatively regulate downstream target gene expression in the transitioning somatic cells. Several of these targets have been characterized in follicle activation. For example, studies have identified the importance of WNT signaling in pre-granulosa to granulosa cell differentiation (Ford *et al.* 2021, Habara *et al.* 2021). Further, TGFB1 signaling mediates cell cycle arrest in pre-granulosa cells (Hardy *et al.* 2018, Granados-Aparici *et al.* 2019), and inhibiting TGFB1 signaling promotes follicle activation (Wang *et al.* 2014). Moreover, oxygen level and blood vessel accessibility have been associated with follicle activation status (Shimamoto *et al.* 2019, Komatsu & Masubuchi 2020). Likewise, we observed HIF1A and Angiopoietin 2 as potential negative regulators in somatic differentiation (Baddela *et al.* 2020). Finally, female infertility has been implicated in transcription factor CEBPB deficient animals (Sterneck *et al.* 1997). In the transitioning oocyte, several DEGs that increased expression were identified as potential downstream targets of transcription factors FOXO3 and WBP2, a WW domain-containing protein that binds YAP (Yes-associated protein 1)/TAZ (Transcriptional coactivator with PDZ-binding motif) in the Hippo signaling pathway (Chen *et al.* 2019). Both FOXO3 (John *et al.* 2008) and the Hippo pathway (Kawamura *et al.* 2013, Kawashima & Kawamura 2018) are well-characterized players governing primordial follicle activation. Further analyses are required to determine the action of FOXO3 and WBP2 on downstream target genes during the initiation of oocyte transitioning, as FOXO3 is not yet fully translocated to the oocyte cytoplasm at the onset of somatic differentiation (Hardy *et al.* 2018).

Overall, we describe in this study a detailed isolation method for live primordial follicles and their dissociated single oocytes and pre-granulosa cells from neonatal murine ovaries. This has provided opportunities to study fundamental questions that directly compare cells at various stages along folliculogenesis and to investigate early cellular events during follicle transitioning that may be relevant to fertility preservation and reproductive longevity.

## Supplementary Material

Table 1. List of marker genes used to create module scores for oocytes and somatic cells.

Table 2. Gene ontology analysis.

Supplementary Figure 8. Oocyte and somatic modules for sample filtering. Oocyte and somatic modules were created using target genes listed in Supplementary Table 1 (see Method section). The upper and the lower panels show module score distribution of oocytes and somatic cells (GC) before and after sample filtering respectively.

Supplementary Figure 1. Representative images of oocytes and follicles of various stages. Oocytes and follicle number were quantified on ovarian sections of post-natal day 0, 2, 6, 12, 17, and 24 (P0 - P24) CD-1 animals. The red arrows mark pre-diplotene stage oocytes remained in cysts on the P0 section, while the yellow arrows mark diplotene stage oocytes remained in cysts. The rest of the yellow arrows mark primordial follicles on the P2 section, primary follicles on the P6 section, a secondary follicle on the P12 section, a multilayer follicle on the P17 section, and an antral follicle on the P24 section. Scale bar = 50 μm (P0 - P12) or 100 μm (P17 - P24). See Materials and methods for the criteria of classification.

Supplementary Figure 2. Illustration of the ovary during follicle isolation steps. Images representing a freshly dissected P6 CD-1 ovary before enzyme treatment (Fresh), after first round of enzyme treatment and trituration (First round), after second round of enzyme treatment and trituration (Second round), and the final round of enzyme treatment and trituration (Third round). Media from all three rounds of treatment were collected and passed through a cell strainer for follicle collection (Flow through). Red arrows mark the primordial follicles in the flow through media. Scale bar = 300 μm.

Supplementary Figure 3. Cell viability of collected single cells. Cell survival rate was quantified by commercial Live and Dead Dye on isolated oocytes and somatic cells, with green showing the living, red showing the dead cells. Scale bar = 200 μm.

Supplementary Figure 4.Cell filtering workflow. To obtain high-quality samples, cells were filtered initially with a cutoff of a minimum expression of 500 genes. Cells were then filtered based on the expression level of the marker genes from published datasets. Oocytes that scored highly for somatic cell gene expression (>2 standard deviations above the mean somatic cell module score) were removed. Similarly, somatic cells that scored highly for oocyte gene expression were also excluded. The four numbers in the parenthesis indicate the number of oocytes or somatic cells from primordial, transitioning, primary, and secondary stages.

Supplementary Figure 5. Oocyte and follicle-stage composition of neonatal murine ovaries at different ages. Oocytes before nest breakdown or from various follicle stages were quantified from post-natal day 0 (P0) to P24 CD-1 mice in total oocyte/ follicle number per ovary. N= 5-6 ovaries.

Supplementary Figure 6. scRNA-seq quality verification. The left panel shows total unique genes detected, and the right panel shows the mapping rate to rRNA in the individual oocytes and the somatic cells (GC) prior to sample pre-processing.

Supplementary Figure 7. Module scores for dissociation-related stress genes across follicle stages in our dataset for oocytes and somatic cells. Stages are in order from primordial, transitioning, primary, and secondary. Data is shown for oocytes (left) and somatic cells (right).

## Declaration of interest

A K S reports compensation for consulting and/or SAB membership from Merck, Honeycomb Biotechnologies, Cellarity, Repertoire Immune Medicines, Ochre Bio, Third Rock Ventures, Hovione, Relation Therapeutics, FL82, Empress Therapeutics, Dahlia Biosciences, intrECate Biotherapeutics, and Senda Biosciences. B A G reports compensation for consulting for FL82.

## Funding

This work was supported in whole or in part, by the Bill & Melinda Gates Foundation [INV-003385 and INV-010486]. Under the grant conditions of the Foundation, a Creative Commons Attribution 4.0 Generic License has already been assigned to the Author Accepted Manuscript version that might arise from this submission. Graphics in Fig. 1 was created with BioRender.com under BioRender’s academic license terms and the agreement number CA232AHZ2N.

## Author contribution statement

Y C, F E D, A K S, B A G, and T K W designed the experimental plan. Y C, D D R, R S D, B A G performed the experiments and analyzed the data. Y C, D D R, F E D, B A G, and T K W wrote the manuscript. All authors discussed the results and edited the manuscript.

# Supplementary material for: Single-cell transcriptomics of staged oocytes and somatic cells reveal novel regulators of follicle activation
**Source:** Reproduction. 2022 Jun 17;164(2):55–70. doi: 10.1530/REP-22-0053
**Supplement:** Table 1. List of marker genes used to create module scores for oocytes and somatic cells.

**Supplementary Table 1**

|              |                                                                                                                                             |
|--------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| Oocyte       | Bmp15, Dazl, Ddx4, Dppa3, Figla, Gdf9, Lhx8, Nobox, Npm2, Oog1, Pou5f1, Sohlh1, Sox30, Sub1, Sycp3, Taf7l, Ybx2, Zar1, Zp2                  |
| Somatic cell | Aard, Aldh1a2, Amh, Amhr2, Cyp11a, Cyp19a1, Foxl2, Fshr, Fst, Gatm, Gng13, Hmgcs2, Inha, Inhba, Kitl, Krt8, Krt19, Rspo1, Star, Upk3b, Wnt6 |

**Supplementary Table 1.** List of marker genes used to create module scores for oocytes and somatic cells.

# Supplementary material for: Single-cell transcriptomics of staged oocytes and somatic cells reveal novel regulators of follicle activation
**Source:** Reproduction. 2022 Jun 17;164(2):55–70. doi: 10.1530/REP-22-0053
**Supplement:** Supplementary Figure 3. Cell viability of collected single cells. Cell survival rate was quantified by commercial Live and Dead Dye on isolated oocytes and somatic cells, with green showing the living, red showing the dead cells. Scale bar = 200 μm.

## 353 cells collected for sequencing

116 oocytes  
(38/ 26/ 30/ 22)

\* 90 oocytes from primordial,  
primary, and secondary stages

237 somatic cells  
(53/ 71/ 57/ 56)

\* 166 somatic cells from primordial,  
primary, and secondary stages

Filter: min 500 genes

## Cells with at least 500 genes expressed

104 oocytes  
(34/ 22/ 29/ 19)

Filter: Oocytes expressing  
Somatic cells genes > 2SD

224 somatic cells  
(50/ 67/ 56/ 51)

Filter: Somatic cells expressing  
Oocyte genes > 2SD

60 oocytes  
(14/ 19/ 20/ 7)

\* 41 oocytes from primordial,  
primary, and secondary stages

185 somatic cells  
(40/ 47/ 56/ 42)

\* 138 somatic cells from primordial,  
primary, and secondary stages

How the deposited data were processed for this re-analysis (not part of the article)

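The data are single-cell RNA libraries of oocytes and somatic cells of mouse follicles, 1 library per cell. Per the paper, the authors aligned the reads to GRCm38 and worked in Seurat v4. They removed cells with under 500 genes, kept protein-coding genes, filtered cells by a module score and used scMerge for batches. The deposited count table holds an estimated count per gene and cell, which the authors did not normalize. The deposited cell metadata give a total count, the count of genes and the fraction of reads on rRNA for each cell, all made by the authors, and a score the authors computed for cells. The authors' supplementary tables of genes called between stages were read for their gene names, directions and shares of cells.

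Of 25149 rows of the count table, 27 carry dates in place of gene names and were left out (0.0743% of the counts). A missing value was treated as no value. A gene has values for all cells of a library plate or for none. Totals for scaling were taken over the 13266 genes listed on every plate, of which 4700 carry names of clones. No counts of a pair of cells were identical, and the highest correlation between cells of a plate was 0.934. The sample title and the cell metadata give different stages for 2 somatic cells, both on plate 1, and 3 primordial oocytes carry the time code of secondary cells. The titles were followed. Gene positions are those of GENCODE release M21 on GRCm38, matched by symbol.

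Counts were summed over the cells of each stage of a cell type, and sums were compared as log2 ratios of CPM. Intervals of sums are exact Poisson intervals, those of shares of cells or neighbours exact binomial intervals, and those of ratios come from the binomial split of the summed counts. All are at 95%. They do not cover differences between animals or PCR copies, so no p-value and no count of changed genes is given. Genes were ranked where the pooled CPM was at least 50 in a group with reads in at least 50% of its cells. Comparisons within a library plate needed at least 5 cells of both stages. The comparison of primary with transitioning oocytes on plate 6 has 3 transitioning cells and was added after the data were seen. Gene lists were summarised by the median log2 ratio of members with a CPM of at least 5 and set against 10000 lists of genes drawn at random with like expression. A member counts as higher or lower where the log2 ratio is at least 1 in size.

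The comparisons, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The authors' tables and figures had been read by then. The rule names every gene the paper names, the members of the gene lists, and the 10 genes highest and lowest in each comparison. Within this rule, the genes printed were picked after their values were seen, and some genes are not reported here. The alternatives were the mean CPM of single cells, TMM factors (edgeR 4.0.16), median-of-ratios factors (DESeq2 1.42.0), cells thinned to 12000 counts, no minimum for genes, other thresholds for detection, single plates, and genes without reads in a stage left out. Those added later were missing values counted as 0, totals over all counts, genes with 1 annotated transcript, cells with conflicting labels left out, primordial oocytes of plate 2 or those on plate 1 with the time code of secondary cells left out, and pairs of cells of the same plate.

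Principal components and neighbours were computed on log2 CPM over the most variable genes listed on every plate. The calculation was tested on simulated counts made from these libraries, in which 200 genes were changed. Over 1059 genes in oocytes, changes set at 1 and -3 were recovered with medians of 1.00 and -3.04, and the intervals held at least 92% of the values set. This tests the calculation only. It does not show that the intervals cover PCR copies or differences between animals or plates. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3. Enrichment of annotation terms, upstream regulator analysis, scMerge and the filter on protein-coding genes were not repeated here.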

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

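The items and tests of this part were chosen after their values were seen, except the test for single cells far from their group and that of genes which nearly every cell uses in the first pattern. The test for single cells was run on 12 measures in the 7 secondary oocytes, the only stage of 4 to 10 cells, and 4 passed its limit. Chance passes it in about 1 group in 20, and the cells were not left out. 1 secondary oocyte had 0.154% of its counts on dissociation genes and 28039 CPM of *Gm10800*, a repeat-rich predicted gene. Another had 0.0760% of its counts on somatic markers, and a further one 42.8 CPM of *Foxl2* where the others had 0. With the others at 0, any single cell with reads passes the limit, so the *Foxl2* result cannot tell a cell far from its group.

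Some signals lie in genes the paper does not discuss. *Gm10800* reached 292577 CPM in primordial somatic cells and lies on chromosome 2 of GRCm38 from 98666547 to 98667301. Its share lowers the CPM of all other genes in these cells, and with it the levels given for this stage. Genes with clone names took a median of 55.3% of the counts of secondary oocytes on genes listed on every plate. *Col1a2*, a collagen gene of stroma, had reads in 45% of primordial somatic cells, and *Hba-a2*, a globin gene of red blood cells, in 19.0% of secondary ones. Ribosomal protein genes went opposite ways from primordial to primary follicles: their median log2 ratio was -1.23 in oocytes of plate 1 and 1.16 in somatic cells of plate 5. This difference was not tested, the plates differ, and on plate 1 the somatic median was -0.48.

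In the first pattern weighed, many genes have no reads in every cell of a stage. In 96.1% of these gene and stage pairs the gene has no value there, which is not a count of 0. Such missing values follow the plate, as a gene has values for all cells of a plate or for none. With no counts to compare in these pairs, whether the plates also differ in how reads were counted is undecided. Low depth does not account for the pattern, as in 51.5% of the pairs the stage without reads has the higher total of counts. For the pairs without values, a difference in expression does not account for it, as 7 genes that nearly every cell uses, among them *Npm1* and *Rps18*, have no value in a stage. For the other pairs this is undecided, as only 3 have values on a plate with at least 5 cells of both stages.

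In the next pattern, genes have values on some plates only. Of 3451 genes with 1 annotated transcript, 0.348% lack a value on a plate, against 69.2% of 16134 genes with more. A candidate explanation is a step of the processing that treats genes with several transcripts differently. A filter on weak genes does not account for it, as genes listed on 1 plate had a median mean count of 13.2 and those on every plate 0.0451. Which step it was is undecided.

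In the last pattern, primordial oocytes of plates 1 and 2 differ, with a median size of the log2 ratio of 1.90. *Gng3*, of a G protein subunit, was higher on plate 2. A shared difference of the plates does not account for it, as the correlation across genes with the same plates in primary somatic cells was -0.161. Later oocytes among the primordial ones of plate 2 are a candidate that the correlation of 0.157 with secondary against primary oocytes leaves undecided. On plate 1, 3 of the 5 primordial oocytes carry the time code of secondary cells, and a later stage of these was not tested.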

How the results depend on the processing

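The alternatives of the last paragraph were chosen after seeing the data. No paired analysis was possible because no label or paper names animals shared by groups and no result comes from a test. Values of named genes kept their direction in 42 of 51 cases within plate 1, 13 of 16 within plate 5, 11 of 14 within plate 6, 12 of 13 within plates 5 and 6, 21 of 25 without the primordial oocytes of plate 2, 13 of 16 without those with the time code of secondary cells, and nearly all with cells thinned or by the mean CPM of single cells. Most medians of gene lists kept theirs by that mean. Other factors, totals or minimums for genes can hardly turn the ratio of a gene, and none turned. A count in 1 stage gives intervals several log2 units wide, and thinning left out 4 oocytes and 18 somatic cells. Not run were DESeq2 as a test, a collection block and leaving out collections, as none is named, and values within 1 plate for transitioning against primordial and secondary against primary oocytes, where none holds 5 cells of both stages. Primary against transitioning oocytes were compared within plate 6 although it holds 3 transitioning ones. The principal component gave 4 cells on the other side in every setting.

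The median size of the log2 ratios was 0.81 for transitioning against primordial oocytes, 0.54 for primary against transitioning oocytes, 0.82 for primary against primordial oocytes, 0.57 for secondary against primary oocytes, 0.93 for transitioning against primordial somatic cells, 0.49 for primary against transitioning somatic cells, 1.19 for primary against primordial somatic cells, 0.64 for secondary against primary somatic cells. The values below moved or turned, and the cause was not tested. Within plates the totals are again over the genes listed on every plate, so a ratio need not equal that over all genes of the plate. By the mean CPM of single cells: transitioning against primordial oocytes 0.75, primary against transitioning oocytes 0.60, primary against primordial oocytes 0.87, secondary against primary oocytes 0.98, transitioning against primordial somatic cells 0.65, primary against transitioning somatic cells 0.43, primary against primordial somatic cells 0.99, secondary against primary somatic cells 0.55, Amh primary against transitioning somatic cells 0.29, named genes, Mki67, transitioning against primordial somatic cells, within library plate 1 -0.0567, Sohlh2 primary against transitioning oocytes 0.35, stage markers, Amh, secondary against primordial 4.09, stage markers, Bmp15, secondary against primordial 3.86, stage markers, Foxl2, secondary against primordial 0.33, stage markers, Wnt6, secondary against primordial 0.33. With TMM factors: secondary against primary oocytes 0.60, transitioning against primordial somatic cells 0.82, primary against primordial somatic cells 1.16, secondary against primary somatic cells 0.59. With median-of-ratios factors: transitioning against primordial oocytes 0.86, transitioning against primordial somatic cells 0.81, primary against primordial somatic cells 1.16, secondary against primary somatic cells 0.60. With cells thinned: transitioning against primordial oocytes 0.74, primary against transitioning oocytes 0.51, primary against primordial oocytes 0.94, secondary against primary oocytes 0.86, transitioning against primordial somatic cells 0.64, primary against transitioning somatic cells 0.43, primary against primordial somatic cells 1.03, secondary against primary somatic cells 0.57, Gja1 primary against primordial oocytes on plate 1 0.26, named genes, Mki67, transitioning against primordial somatic cells, within library plate 1 -0.0614, named genes, Sqstm1, primary against primordial oocytes, within library plate 1 0.0802, named genes, Tfeb, transitioning against primordial somatic cells, all cells -0.0521, Wnt4 transitioning against primordial somatic cells on plate 1 1.25, genes per cell in oocytes 947, genes per cell in somatic cells 744, stage markers, Bmp15, secondary against primordial 3.85, stage markers, Foxl2, secondary against primordial 0.95. Without a minimum for genes: transitioning against primordial oocytes 1.15, primary against transitioning oocytes 0.88, primary against primordial oocytes 1.15, secondary against primary oocytes 1.66, transitioning against primordial somatic cells 1.38, primary against transitioning somatic cells 1.35, primary against primordial somatic cells 1.39, secondary against primary somatic cells 1.35. Within plates 5 and 6: secondary against primary oocytes 0.87, Taf4b secondary against primary oocytes -0.23. Without genes lacking reads in a stage: the marker list of the paper in primary against primordial somatic cells on plate 1 -0.70. With heat shock genes only: dissociation genes in oocytes 0, dissociation genes in somatic cells 0.156. With immediate early genes only: dissociation genes in somatic cells 2.20. At 5 reads: genes per cell in oocytes 1880, genes per cell in somatic cells 1361. With 10 neighbours: neighbours of somatic cells 75.2. With 500 genes: neighbours of somatic cells 72.6. At a CPM of 10: genes without reads in a stage in oocytes 2539. With reads in 25% of cells: genes without reads in a library plate in somatic cells 7093, genes without reads in a stage in oocytes 3649, genes without reads in a stage in somatic cells 2034. Within plate 1: primary against primordial oocytes 1.29, transitioning against primordial somatic cells 1.04, primary against transitioning somatic cells 1.34, primary against primordial somatic cells 1.43, secondary against primary somatic cells 0.94, Amh primary against transitioning somatic cells 2.16, Dppa5a primary against transitioning somatic cells 0.44, Epas1 secondary against primary somatic cells -0.83, Fshr secondary against primary somatic cells -0.33, Hsd17b1 secondary against primary somatic cells -0.38, Mdk primary against transitioning somatic cells -3.91, named genes, Ooep, primary against primordial somatic cells, all cells 0.0470, Wnt4 transitioning against primordial somatic cells -1.13, named genes, Zfp36l2, primary against primordial oocytes, all cells -0.99, dissociation genes in oocytes 0.137, dissociation genes in somatic cells 1.52, genes per cell in oocytes 4877, genes per cell in somatic cells 2056, oocyte markers in somatic cells 0.00684, somatic markers in somatic cells 0.675, stage markers, Amh, secondary against primordial 8.61, stage markers, Foxl2, secondary against primordial -1.48, stage markers, Wnt6, secondary against primordial 0.15, neighbours of oocytes 45, neighbours of somatic cells 55.6. Within plate 2: dissociation genes in oocytes 0.0837, genes per cell in oocytes 3522, genes per cell in somatic cells 1548, oocyte markers in oocytes 0.478, somatic markers in somatic cells 2.77. Within plate 3: genes per cell in somatic cells 2732, oocyte markers in somatic cells 0.0845, somatic markers in somatic cells 1.24. Within plate 4: dissociation genes in oocytes 0.0839, genes per cell in oocytes 2786, oocyte markers in oocytes 0.780, somatic markers in oocytes 0.00350. Within plate 5: primary against primordial somatic cells 1.28, secondary against primary somatic cells 0.56, Amh secondary against primary somatic cells -0.67, named genes, Hsd17b1, secondary against primary somatic cells, all cells -0.0174, Tuba1a secondary against primary somatic cells 0.11, dissociation genes in oocytes 0.917, dissociation genes in somatic cells 2.11, oocyte markers in somatic cells 0.00251, somatic markers in somatic cells 1.81, stage markers, Amh, secondary against primordial 3.8, stage markers, Foxl2, secondary against primordial 2.18, stage markers, Wnt6, secondary against primordial 0.99. Within plate 6: dissociation genes in oocytes 0.648, dissociation genes in somatic cells 2.91, genes per cell in oocytes 2795, oocyte markers in oocytes 5.89, oocyte markers in somatic cells 0.253.

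With missing values counted as 0: transitioning against primordial oocytes 1.91, primary against transitioning oocytes 1.41, primary against primordial oocytes 1.18, secondary against primary oocytes 1.44, transitioning against primordial somatic cells 1.13, primary against transitioning somatic cells 0.63, primary against primordial somatic cells 1.37, secondary against primary somatic cells 1.07. Over genes with 1 annotated transcript: transitioning against primordial oocytes 0.84, primary against transitioning oocytes 0.61, primary against primordial oocytes 0.86, secondary against primary oocytes 0.60, transitioning against primordial somatic cells 1.07, primary against transitioning somatic cells 0.43, primary against primordial somatic cells 1.25, secondary against primary somatic cells 0.59. Without the primordial oocytes of plate 2: transitioning against primordial oocytes 1.09, primary against primordial oocytes 1.46, Mos transitioning against primordial oocytes 2.74, named genes, Rps3a1, transitioning against primordial oocytes, all cells -0.0476, Sohlh1 transitioning against primordial oocytes -0.38, Zar1l transitioning against primordial oocytes 3.67. Without cells of conflicting labels: transitioning against primordial oocytes 1.05, primary against primordial oocytes 1.05. With totals over all counts: primary against transitioning oocytes 0.64. Within plate 6 (8 against 3 cells): primary against transitioning oocytes 0.45, Cdc42ep1 primary against transitioning oocytes 1.01, Sesn2 primary against transitioning oocytes 0.55, Sohlh2 primary against transitioning oocytes 0.84. Without primordial oocytes that carry the time code of secondary cells (7 against 2 cells): Rpl4 primary against primordial oocytes on plate 1 0.64, Sqstm1 primary against primordial oocytes on plate 1 1.73, Wbp2 primary against primordial oocytes on plate 1 0.17. Over genes listed on every plate: genes per cell in oocytes 1359, genes per cell in somatic cells 883. In the cell metadata: genes per cell in oocytes 5174, genes per cell in somatic cells 3644. Over cells with values only: genes without reads in a library plate in oocytes 38, genes without reads in a library plate in somatic cells 18, genes without reads in a stage in oocytes 24, genes without reads in a stage in somatic cells 0. For pairs of the same plate: correlation of primary somatic cells 0.328, correlation of primordial somatic cells 0.324, correlation of transitioning somatic cells 0.357.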

Differences from the paper's values

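The settings named here as added were chosen after seeing the values. The paper gives over 5 K genes per oocyte, for cells before its filtering, and in that unit the median in the count table was 3.094 for the cells left after it. Of the alternatives set before the data were examined, plate 1 (4.877) and plate 2 (3.5225) lie within 1.5 times of the paper's value, while at least 5 reads, cells thinned to the same count, and plates 4, 5 and 6 do not. The number of genes in the cell metadata, added, gives 5.174, and only genes listed on every plate, also added, does not reach it. For somatic cells the paper gives 3 and the count table 1.895. Plates 1 (2.056) and 3 (2.7325) lie within 1.5 times, while at least 5 reads, thinned cells and plates 2, 4, 5 and 6 do not. The cell metadata, added, give 3.644.

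The paper states that cells with under 500 genes were removed. By the number of genes in the cell metadata 3 oocytes and 0 somatic cells lie under this limit, and by the reads in the count table no cell does. No alternative was set for this.

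Some statements of the paper on genes differ from the values here. The paper has *Gdf9* increase only after the primary stage. Here only plate 6 has values, with 2 secondary, 8 primary and 3 transitioning oocytes and no primordial one. The log2 ratio of secondary to primary oocytes was 0.19, and that of primary to transitioning oocytes 0.09. The paper has *Ucp1* undetected in oocytes, and 1 primordial oocyte had 6 counts. The paper has primary somatic cells as the most homogeneous of 3 stages. This holds over all plates with each cell thinned to the same count. With all counts, and between cells of the same plate, transitioning cells were more alike. The paper has translation terms among genes higher in transitioning oocytes, and the 7 of 85 ribosomal protein genes that have values in every cell of both stages and a CPM of at least 5 had a median of -0.23 here, with *Rps3a1* higher, though level (-0.05) without the primordial oocytes of plate 2. The paper's list of genes is not limited to genes with values in every cell, so the sets of genes compared are unlike.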

Other observations

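The genes, lists and comparisons of this part were picked after their values were seen. Over all plates, secondary oocytes had lower levels of some early transcription factors and of the ribosomal protein genes measured. Against primary oocytes, *Sohlh1* and *Sohlh2*, transcription factors of early oocytes, gave log2 ratios of -5.30 (95% interval -6.37 to -4.42) and -2.31, *Sohlh1* -3.65 within plates 5 and 6. *Taf4b* gave 1.21, but -0.16 within plates 5 and 6. *Spry4*, an inhibitor of receptor kinase signalling, gave 3.87, *Lrrn4*, of a leucine-rich membrane protein, 3.31 and *Hoxd1*, a homeobox gene, 3.90. The adhesion gene *Epcam* gave -3.94 (95% interval -5.82 to -2.57) and *Ndufa1*, of the respiratory chain, -4.65 (95% interval -9.96 to -2.15) with 1 count. *Rpl17* gave -2.67, *Rplp1* -2.76 and *Rps15* -2.42, and the 8 ribosomal protein genes measured had a median of -2.08. Within plates 5 and 6, 12 such genes gave -1.09 against -0.69 for lists drawn at random with like expression. Genes of granulosa growth were higher in secondary oocytes, with a median of 1.72 over 5 genes and 1.49 over 4 within plates 5 and 6, so RNA of granulosa cells differs as well. *Jun* was higher in secondary oocytes at 3.53, with 55 counts there. Of these 7 oocytes 1 had 0.154% of its counts on dissociation genes, against at most 0.0321% in the others. The ratio without this cell was not taken.

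From primordial to primary follicles, somatic cells of plate 5 gained transcripts of granulosa cell genes, among others. *Angptl4*, of a lipase inhibitor, gave 4.77, *Apoa1*, of an apolipoprotein, 4.41, *Amh* 3.87, *Inhbb* 2.77, *Inha* 2.29 and *Fshr* at least 6.13. Oocyte transcripts were nearly absent from these primary cells, with *Ooep* at most -7.03, *Oas1d* at most -7.02, *Sohlh1* at most -5.98, *Dazl* at most -4.53, *Npm2* -4.06 and *Khdc1b* -7.84 (95% interval -13.14 to -5.35) with 1. On plate 1 *Ooep* gave -0.50. The interferon-induced *Cxcl10* gave at most -6.07 and the stress factor *Atf3* -2.53, while *Rpl3* gave 1.80. Over all plates *Bag2*, a cochaperone gene, gave 5.78 and *Acsbg1*, of fatty acid activation, 3.96, where the median gene ranked gave 0.68.

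In secondary against primary somatic cells, *Sema7a*, of a semaphorin, gave 4.73 (95% interval 4.35 to 5.13) and *Epas1*, of a hypoxia factor, 2.17, with 3.58 on plate 5 and -0.86 on plate 1. *Amh* gave 1.72 over all plates and -0.55 on plate 5. *Hsd17b1* and *Fshr* gave 1.10 and 1.47, but were lower on plate 1. The tubulin gene *Tuba1a* gave -2.07 and was level on plate 5. *Emx2*, a homeobox gene, gave 3.63 on plate 5. In primary against primordial oocytes over all plates, *Apba1*, of an adaptor protein, gave 3.02, *Nptx1* 6.35 (95% interval 4.45 to 9.43) with 2 counts, *Raver1*, of an RNA-binding protein, 3.75, and the mitochondrial genes *Tomm7* and *Usmg5* -3.49 and -3.32. *Zfp36l2*, of mRNA decay, gave 3.39 but was lower in primary oocytes of plate 1.

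In primary against primordial oocytes of plate 1, lists set before the comparison gave medians near those of lists drawn at random for meiotic prophase (-0.61), the PI3K and FOXO3 pathway (-0.63), hypoxia and glycolysis (-0.47) and genes that nearly every cell uses (-0.54). Genes of the Hippo pathway gave -1.49, of Wnt signalling 0.96 and of TGF-beta signalling 0.77, at percentiles 10.7, 94.3 and 96.9. In transitioning against primordial somatic cells, endothelial genes gave 2.59 over all plates, and of 4 immune genes 2 were higher and 2 lower. Pregranulosa genes gave 0.19 over all plates and -1.74 on plate 1, where lists drawn at random gave -1.14, and surface epithelium genes 0.10 and -4.23. Steroidogenic genes gave 1.43 in primary against primordial cells of plate 5, and erythroid genes 3.16 in secondary against primary cells there.

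Reads of 3 or more of 8 stroma genes were found in 22.5% of primordial, 2.13% of transitioning, 14.3% of primary and 9.52% of secondary somatic cells, and in no oocyte. In 1 primary somatic cell these genes took 9.63% of the counts. No somatic cell had 3 of the endothelial or immune genes.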
